# Histone H2AK119 Mono-Ubiquitination Is Essential for Polycomb-Mediated Transcriptional Repression

**DOI:** 10.1016/j.molcel.2019.11.021

**Published:** 2020-02-20

**Authors:** Simone Tamburri, Elisa Lavarone, Daniel Fernández-Pérez, Eric Conway, Marika Zanotti, Daria Manganaro, Diego Pasini

**Keywords:** H2AK119ub1, PRC1, PRC2, RING1B, Polycomb, transcriptional repression, Chromatin modifications, H3K27me3, MTF2, JARID2

## Abstract

Polycomb group proteins (PcGs) maintain transcriptional repression to preserve cellular identity in two distinct repressive complexes, PRC1 and PRC2, that modify histones by depositing H2AK119ub1 and H3K27me3, respectively. PRC1 and PRC2 exist in different variants and show a complex regulatory cross-talk. However, the contribution that H2AK119ub1 plays in mediating PcG repressive functions remains largely controversial. Using a fully catalytic inactive RING1B mutant, we demonstrated that H2AK119ub1 deposition is essential to maintain PcG-target gene repression in embryonic stem cells (ESCs). Loss of H2AK119ub1 induced a rapid displacement of PRC2 activity and a loss of H3K27me3 deposition. This preferentially affected PRC2.2 variant with respect to PRC2.1, destabilizing canonical PRC1 activity. Finally, we found that variant PRC1 forms can sense H2AK119ub1 deposition, which contributes to their stabilization specifically at sites where this modification is highly enriched. Overall, our data place H2AK119ub1 deposition as a central hub that mounts PcG repressive machineries to preserve cell transcriptional identity.

## Highlights

• Catalytic inactive RING1B I53S leads to complete loss of H2AK119ub1 deposition
• H2AK119ub1 is essential for the transcriptional repression of all RING1A/B targets
• H2AK119ub1 stabilizes cPRC1 and PRC2 activities, promoting H3K27me3 deposition
• Chromatin binding of variant PRC2.2 is preferentially impaired by loss of H2AK119ub1

## Introduction

Organism development and adult tissue homeostasis requires a precise and dynamic control of cellular transcriptional identity. Several chromatin remodeling activities contribute to the establishment of precise transcriptional states by modifying the chromatin environment. This also involves the regulation of post-translational modifications of histone proteins by highly specialized enzymes that by “writing,” “reading,” and “erasing” specific modifications define the transcriptional state of target genes (Jenuwein and Allis, 2001, Pasini et al., 2008). Consistent with their essential role in controlling cellular identity, these mechanisms also play critical roles in the development of different human pathologies, with cancer being a leading example. Indeed, chromatin modifiers represent one of the most frequently mutated group of genes across all types of human tumors (Comet et al., 2016, Flavahan et al., 2017, Pasini and Di Croce, 2016).

Polycomb group proteins (PcGs) play a central role in these processes and represent the major repressive mechanism utilized in facultative heterochromatin (Bracken and Helin, 2009, Scelfo et al., 2015). PcGs were first discovered in *Drosophila melanogaster* where they play an essential role in maintaining the correct spatiotemporal repression of homeotic genes during fly development (Paro, 1990). This repressive function has been maintained in mammals where PcGs contribute to the repression of all CpG island (CpGi)-containing promoters (Mendenhall et al., 2010, Riising et al., 2014). This involves the cooperative activity of two large polycomb-repressive complexes termed PRC1 and PRC2. Both complexes are characterized by an enzymatic core and by several ancillary subunits that increase biochemical heterogeneity and determine specific biological functions (Chan and Morey, 2019, Margueron and Reinberg, 2011, Pasini and Di Croce, 2016). The PRC1 core is formed by the E3 ligases RING1A or RING1B that, by interacting with the products of one of the six *Pcgf* paralog genes (PCGF1-6), catalyze the mono-ubiquitination of histone H2A at lysine 119 (H2AK119ub1) (Blackledge et al., 2014, Gao et al., 2012, Wang et al., 2004). The PRC2 core is composed by two mutually exclusive methyltransferases, EZH1 and EZH2, that, by associating to the scaffold proteins SUZ12 and EED, catalyze mono-, di-, and tri-methylation of histone H3 lysine 27 (H3K27me1, H3K27me2, and H3K27me3) (Ferrari et al., 2014, Lavarone et al., 2019, Margueron et al., 2008, Shen et al., 2008). Both H2AK119ub1 and H3K27me3 are specifically enriched at repressed CpGi-containing promoters, and their loss correlates with increased transcriptional activity of target genes. The absence of either PRC1 or PRC2 activity results in developmental failure at pre- and post-implantation stages, respectively (Faust et al., 1998, O’Carroll et al., 2001, Pasini et al., 2007, Posfai et al., 2012). In contrast, PRC1 loss of function in adult tissue severely compromises homeostasis that is not phenocopied by loss of PRC2 (Chiacchiera and Pasini, 2017).

The presence of several ancillary subunits determines the existence of many different PRC1 and PRC2 sub-complexes that may confer specific molecular properties and biological functions. PRC2 exists in two major forms: PRC2.1 and PRC2.2. PRC2.1 is characterized by the presence of polycomb-like subunits (PHF1, MTF2, and PHF19) that confer affinity of the complex to recognize unmethylated CpG islands, and either EPOP or PALI1 (Beringer et al., 2016, Conway et al., 2018). PRC2.2 is characterized by the AEBP2 and JARID2 subunits, where JARID2 provides affinity to PRC2.2 to bind directly to H2AK119ub1 (Blackledge et al., 2014, Cooper et al., 2016, Kalb et al., 2014). PRC1 can instead exist in six distinct complexes (PRC1.1–PRC1.6) characterized by six mutually exclusive PCGF paralog subunits (PCGF1–PCGF6) (Gao et al., 2012, Hauri et al., 2016). PRC1.2 and PRC1.4 complexes are defined as canonical PRC1 (cPRC1) by the presence of CBX subunits that can bind H3K27me3, implying cPRC1 dependency on PRC2 activity (Blackledge et al., 2014, Cao et al., 2002, Tavares et al., 2012). PRC1.1, PRC1.3, PRC1.5, and the PRC1.6 forms exclude CBX proteins by associating with RYBP (or its paralog YAF2), do not recognize H3K27me3, and their activity is independent of PRC2. These PRC1 forms are defined as variant PRC1 (vPRC1) and are tethered to target loci by intrinsic DNA binding activities. This includes PRC1.1 recognition of unmethylated CpG di-nucleotides by the KDM2B subunit (Farcas et al., 2012); PRC1.6 recognition of E-BOX and E2F DNA elements by the MAX/MGA and E2F6/DP dimers stably associated with the complex (Huang et al., 2018, Scelfo et al., 2019, Stielow et al., 2018); and PRC1.3 (and likely PRC1.5) by the recognition of an E-BOX variant directly bound by the USF1/2 transcription factors that can interact with and recruit the PRC1.3 complex to chromatin (Scelfo et al., 2019). Overall, this involves the cooperative activity of both cPRC1 and vPRC1 forms at repressed sites together with the exclusive presence of vPRC1 forms (PRC1.6 and PRC1.3) at several highly expressed genes. While PcG repressed loci display abundant H2AK119ub1 decoration, active vPRC1 targets are characterized by a low-to-absent H2AK119ub1 deposition (Scelfo et al., 2019).

Although the role of vPRC1 complexes in transcriptional regulation remains unclear, these observations suggest that H2AK119ub1 should play a major role in establishing transcriptional repression. Such a model implies an initial deposition of H2AK119ub1 that enhances PRC2 stability, H3K27me3 deposition, recruitment of cPRC1, and establishment of PcG repressive domains (Blackledge et al., 2015). However, the central role of H2AK119ub1 in establishing PcG-mediated repression remains controversial. While different reports provided evidence that H2AK119ub1 is required for the repression of PcG targets without altering PcG-mediated chromatin higher order structures (Kundu et al., 2017), others have shown that the lack of H2AK119ub1 deposition is dispensable for homeotic gene regulation during *Drosophila melanogaster* development (Pengelly et al., 2015). Similarly, mice bearing an inactive RING1B point mutation (I53A) delayed the embryonic lethality of *Ring1B* knockout (KO) mice from E10.5 to E15.5 (Illingworth et al., 2015).

In human tumors, H2AK119ub1 deposition is enhanced by frequent inactivating mutations of the H2AK119ub1-specific deubiquitinase BAP1 (Carbone et al., 2013). Therefore, defining the central role of H2AK119ub1 in mediating transcriptional repression, and its relationship with PRC2 activity, remains an essential question to be addressed. Here, we have developed an inducible system in mouse embryonic stem cells (ESCs) that allows us to dissect the contribution of H2AK119ub1 in regulating PRC1- and PRC2-mediated repression. Using a RING1B I53S catalytically inactive mutant, we showed that lack of H2AK119ub1 deposition, in the absence of cPRC1 and vPRC1 biochemical disruption, massively induced the transcriptional activation of PcG-repressed targets with minimal indirect effects. Mechanistically, this implied a strong destabilization of PRC2 complex activity that resulted in compromised H3K27me3 deposition that preferentially involved the H2AK119ub1-dependent PRC2.2 form. Finally, reduced H3K27me3 activity induced almost complete cPRC1 displacement from chromatin with minor effects on vPRC1 recruitment. Overall, these results place H2AK119ub1 deposition as the central modification for PcG-mediated control of transcriptional repression.

## Results

### Expression of RING1B I53S Missense Mutation Preserves PRC1 Assembly but Results in Complete Loss of H2AK119ub1 *In Vivo*

To unravel the contribution of RING1B catalytic activity in PRCs-mediated transcriptional repression, we took advantage of *ROSA26::creERT2 RING1A*^−/−^;*RING1B*^fl/fl^ conditional mouse ESCs (Endoh et al., 2008) and manipulated this line (defined as parental from here on) by integrating a vector that stably expressed a FLAG-HA-tagged version of wild-type mouse RING1B (WT) or the RING1B missense mutations I53A and I53S (Figure 1A). Treatment of these ESCs with 4-hydroxy tamoxifen (OHT) will induce complete loss of endogenous RING1A/B protein levels in the parental line or leave the unique expression of exogenous RING1B WT or RING1B I53A/S in the engineered ESC clones (Figure 1A). Our previous analysis with this parental line identified that, at 72 h of OHT treatment, endogenous RING1B and H2AK119ub1 deposition were lost (Lavarone et al., 2019). Indeed, at this time point, endogenous RING1B levels were undetectable resulting solely in the expression of the exogenous counterparts (Figure 1B). Importantly, WT and mutant exogenous forms were expressed to the same levels of endogenous RING1B without affecting the expression levels of PRC1 components that define canonical (CBX7) and variant PRC1 forms (RYBP) (Figure 1B). While RING1B WT expression did not alter the overall H2AK119ub1 levels, expression of RING1B I53A and I53S mutants resulted in the global loss of H2AK119ub1 deposition at levels comparable with OHT-treated parental cells (Figure 1B). While the I53A mutation has been previously shown to be hypomorphic with some residual activity of H2AK119ub1 deposition, the I53S was shown to be fully catalytic dead (Ben-Saadon et al., 2006, Buchwald et al., 2006, Elderkin et al., 2007, Illingworth et al., 2015, Tsuboi et al., 2018) as confirmed by the complete lack of H2AK119ub1 deposition observed in our model (Figure 1B). We therefore decided to perform all further molecular analysis with this mutant line. Mass spectrometry analyses and western blot validations of co-immunoprecipitation experiments showed that RING1B I53S efficiently formed canonical and variant PRC1 forms demonstrating that lack of H2AK119ub1 deposition is not a consequence of PRC1 complexes disruption (Figures 1C and 1D; Table S1). 

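Chromatin from mouse ESCs was analysed by ChIP-seq, in which DNA bound by a protein or carrying a histone mark is enriched with an antibody and sequenced. The cells lack RING1A, and tamoxifen (OHT) activates a Cre recombinase that deletes their Ring1B alleles. These Parental cells were compared with derivatives that express RING1B WT or RING1B I53S from a transgene, each with OHT (0.5 µM) or with ethanol as vehicle (−OHT). Files of 70 ChIP-seq libraries for 12 antibodies and of 4 inputs were analysed. The sample descriptions give 72 h of OHT for every library, whereas the paper gives 48 h or 72 h, and the paper's times are used here. The authors aligned paired-end reads to mm10 with Bowtie without multi-mapping, removed PCR duplicates with samblaster and called peaks in each library separately with MACS2. What they deposited is the list of peaks of each library, with each peak's position and a score, the −log10 of the p-value from MACS2, which was at least 10 in every list. Such a list holds no read counts, so the depth of each library and the signal per locus are unknown here, and the number of peaks called moves with depth. The paper's heatmaps and boxplots rest on signal scaled to a Drosophila spike-in for the histone marks, a scaling that peak lists do not carry. Each antibody has 1 library per condition, except MTF2 and JARID2 at 72 h in RING1B WT and RING1B I53S cells with OHT, which have 2. Differences between conditions therefore have no replicate check, except those between RING1B I53S and RING1B WT for MTF2 and JARID2 at 72 h. No p-value is given for any of them. Target loci were the 3941 RING1B peaks called in RING1B WT cells with OHT, the library the paper's Methods name, with a median length of 1267 bp. A locus was counted as occupied when a peak overlapped it by at least 1 bp. The share of occupied loci is given with its 95% Wilson interval, which covers counting over loci only. Counting only peaks with a score of at least 20 lowered the share beyond that interval in 68 of 70 libraries, by a median of −11.0 percentage points, the widest median shift of the alternatives tried.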

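H2AK119ub1 peaks numbered 12648 in Parental cells without OHT and covered 23.3 Mb. In Parental cells with OHT, 5450 peaks covered 7.95 Mb, and in RING1B I53S cells with OHT, 3120 peaks covered 4.38 Mb. Of the target loci, 41.3% (95% Wilson interval 39.8% to 42.9%) held an H2AK119ub1 peak in RING1B I53S cells with OHT. In Parental cells the share was 73.6% (72.2% to 75.0%) without OHT and 60.8% (59.3% to 62.3%) with OHT, a difference of −12.8 percentage points (−14.9 to −10.8). When at least 50% of a locus had to be covered, that difference was −1.14 percentage points. The median length of the peaks fell from 1292 bp without OHT to 1160 bp with OHT in Parental cells and was 1092 bp in RING1B I53S cells. Where an H2AK119ub1 peak was left at a target locus, its signal relative to the spike-in is not known from the peak lists.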

Genome-wide localization analyses for H2AK119ub1 extended these observations, demonstrating that RING1B I53S expression induced a complete loss H2AK119ub1 deposition at all PRC1 target loci (Figure 1E; Table S2). Importantly, the expression of RING1B WT perfectly maintained physiological levels of H2AK119ub1 to all target loci (Figures 1E–1G). This result was further validated by chromatin immunoprecipitation (ChIP)-qPCR analyses at selected loci (Figure S1A). 

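In RING1B WT cells with OHT, 15830 H2AK119ub1 peaks covered 33.8 Mb, more than in untreated Parental cells in number and in length. They lay on 80.1% (95% Wilson interval 78.9% to 81.3%) of the target loci. RING1B I53S cells with OHT were below this share by −38.8 percentage points (−40.8 to −36.8), and with a score of at least 20 by −43.0 percentage points. Of the H2AK119ub1 peaks in RING1B WT cells, 57.9% overlapped a peak of untreated Parental cells. From the loss of the mark in RING1B I53S cells, together with its mass spectrometry and co-immunoprecipitation (Figures 1C and 1D), the paper concludes that the mutant assembles into PRC1 and lacks catalytic activity at the target loci.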

Overall, these results demonstrated that the expression of RING1B I53S preserved PRC1 complex formation but was completely catalytically dead *in vivo* at all PRC1 target loci.

**Figure 1:**
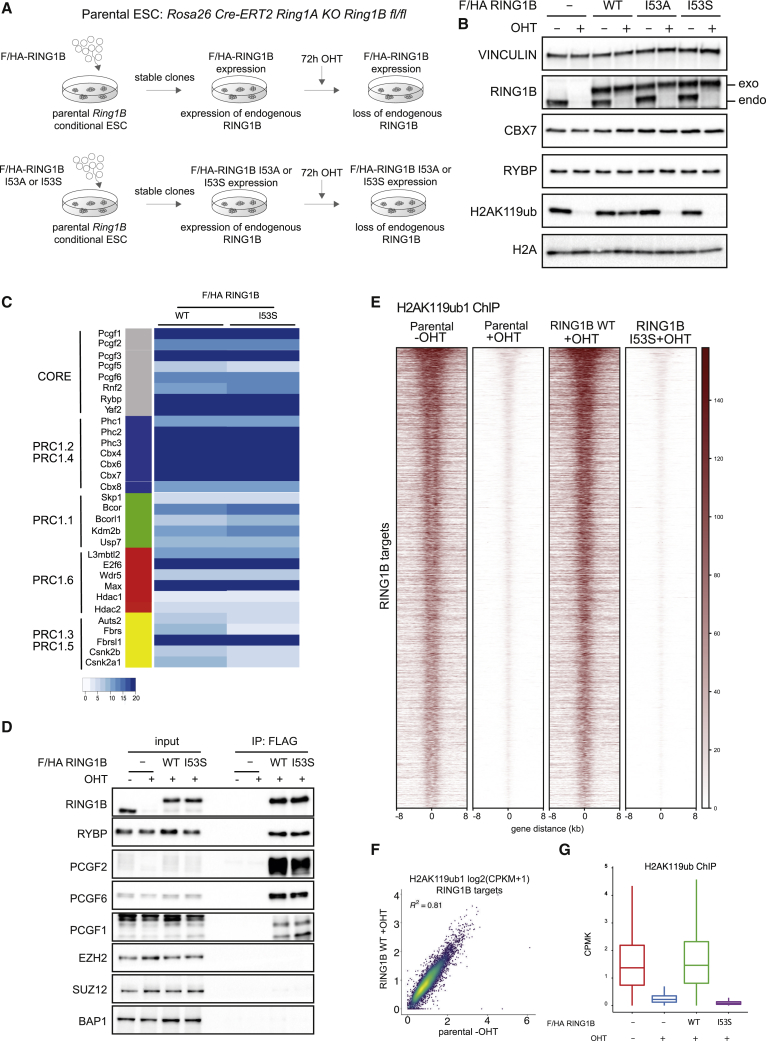
RING1B I53S Is Fully Catalytically Dead *In Vivo* (A) Schematic representation of the strategy used for the generation of *ROSA26::creERT2 RING1A*^−/−^;*RING1B*^fl/fl^ conditional mESCs stably expressing FLAG-HA (F/HA)-tagged RING1B WT or I53A/S. (B) Western blot analysis with the indicated antibodies of total protein extracts obtained from the specified cell lines upon 72 h of treatment with OHT (+OHT) or EtOH (−OHT). Vinculin and histone H2A were used as loading controls. (C) Values of the LFQ ratios of the RING1B WT and I53S obtained by tandem mass spectrometry (MS/MS) analyses in the RING1B immuno-purifications (anti-FLAG) from *ROSA26::creERT2 RING1A*^−/−^;*RING1B*^fl/fl^ conditional mESCs stably expressing FLAG-HA (F/HA)-tagged RING1B WT or I53S upon 72 h of treatment with OHT (+OHT). (D) Co-immunoprecipitation analysis of nuclear extracts derived from FLAG-HA (F/HA)-tagged RING1B WT or I53S expressing cells upon 72 h of treatment with OHT (+OHT) or EtOH (−OHT) using M2 affinity gel beads. FLAG-IPs in parental cells served as a negative control. (E) Heatmaps representing normalized H2AK119ub1 ChIP-seq intensities ±8 kb around the center of RING1B target loci in the indicated cell lines. (F) Scatterplot showing the relationship between H2AK119ub1 CPMK levels (counts per million per kilobase) between parental EtOH treated (−OHT) and RING1B WT OHT-treated (+OHT) cells in RING1B target loci. R2 represents the coefficient of determination of linear regression. (G) Boxplots representing H2AK119ub1 ChIP-seq CPMK levels in the indicated cell lines at RING1B target loci. See also Figure S1A.

### Deposition of H2AK119ub1 Is Essential for PRC1-Mediated Transcriptional Repression

Determining whether deposition of H2AK119ub1 is required for PRC1-mediated transcriptional repression remains an important open question. 

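RNA from Parental, RING1B WT and RING1B I53S ESCs, each grown with OHT or with vehicle, was sequenced from SMART-seq2 libraries, with 2 replicates in each of the 6 groups. The authors aligned the reads to mm10 with STAR without multi-mapping reads and removed duplicates with samblaster. They counted reads on exons with featureCounts without regard to strand, summed by gene name in the GENCODE M21 annotation, and deposited these counts for 55341 gene names without normalization. Because strand was ignored, reads of genes that overlap on opposite strands are not separated. Reads counted on genes totalled 12743460 and 8967223 in Parental cells without OHT (replicates 1 and 2), and 10785117 and 9725450 with OHT. In RING1B WT cells they totalled 9772801 and 10032457 without OHT, and 9951113 and 8140106 with OHT. In RING1B I53S cells they totalled 12732968 and 11076441 without OHT, and 8701279 and 11124825 with OHT. The median over the 12 libraries was 9991785. Replicates differed by more than counting error in every group, with a chi-square per gene of 6.48 to 25.7, where counting error alone gives values near 1. The widest gap was between the replicates of RING1B I53S with OHT. The 18154 genes with enough counts by edgeR's filterByExpr were tested in a single quasi-likelihood model of all 12 libraries with TMM normalization. The common biological coefficient of variation was 0.181. Genes were called changed at an absolute log2 fold change of at least 1.5 and a Benjamini-Hochberg FDR under 0.05, the thresholds of the paper, whose authors used DESeq2 with apeglm shrinkage and IHW. Rnf2, the gene of RING1B (chromosome 1, 151458004 to 151500955), had 228 ± 41.6 CPM (counts scaled to library size; SD, n = 2) in Parental cells without OHT and 155 ± 16.1 (SD, n = 2) with OHT, a log2 fold change of −0.55 (standard error 0.196, adjusted p = 0.0346 from edgeR). With 1 library left out its adjusted p ranged from 0.0198 to 0.267, the highest without Parental −OHT replicate 2. With OHT its log2 fold change was −0.15 in RING1B WT cells (adjusted p = 0.767) and −0.41 in RING1B I53S cells (adjusted p = 0.127). Deleting floxed exons can leave a transcript, and reads from the coding part of a transgene are counted on the same gene, so these counts do not measure the deletion.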

We took advantage of our model system to address this by performing RNA sequencing (RNA-seq) analysis in parental, RING1B WT and RING1B I53S ESCs at 72 h after OHT treatment. Importantly, in the presence of endogenous RING1B expression (vehicle EtOH treatment: −OHT), ectopic expression of RING1B WT or I53S mutant did not alter the transcriptional landscape of ESCs demonstrating that the I53S mutation does not exert any dominant-negative effect on PRC1 activity (Figure 2A). 

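Without OHT, 28 of the genes tested passed both thresholds between RING1B I53S and Parental cells, 16 higher and 12 lower in RING1B I53S. Between RING1B WT and Parental cells 11 passed, 9 higher and 2 lower in RING1B WT, and between RING1B WT and RING1B I53S 8 passed, 6 higher and 2 lower in RING1B WT. At an unadjusted p under 0.05 the 3 comparisons gave 947, 825 and 960 genes, where uniform p-values would give 908. DESeq2 gave 36, 14 and 15 genes. Leaving out the filter on low counts gave 54, 28 and 27, and the FDR without a fold threshold 55, 11 and 28. With the replicate number as a block edgeR gave 32, 13 and 13, and the replicate differences of the 3 groups without OHT had correlations of 0.50 to 0.61. The first count fell to 11 without RING1B I53S −OHT replicate 1. The third fell to 1 without RING1B WT −OHT replicate 2 and without RING1B I53S −OHT replicate 1, and to 5 without RING1B I53S −OHT replicate 2. The comparisons of both lines with Parental cells share the same Parental libraries and are not independent. Eif2s3y (chromosome Y, 1010543 to 1028847) had the lowest adjusted p in RING1B I53S against Parental cells, with a log2 fold change of 4.36 (standard error 0.255, adjusted p = 3.99e-09 from edgeR). Rian (chromosome 12, 109603940 to 109661716), a noncoding RNA of an imprinted cluster, was higher in both lines, by 4.79 in RING1B I53S (standard error 0.353, adjusted p = 1.41e-07) and by 4.37 in RING1B WT (standard error 0.350, adjusted p = 7.87e-07). Meg3 (chromosome 12, 109541001 to 109571726) and Mirg (chromosome 12, 109729764 to 109749460) of that cluster were higher by 4.53 and 5.17 in RING1B I53S (adjusted p = 9.98e-05 for both) and by 4.31 and 4.65 in RING1B WT (adjusted p = 0.000261 and 0.000665). Uty (chromosome Y, 1096861 to 1245759) was higher by 2.53 and 2.54 in the respective lines, and AI662270 (chromosome 11, 83223576 to 83226604) by 2.55 in RING1B WT (adjusted p = 7.87e-07). Between RING1B WT and RING1B I53S, Dnajc3 (chromosome 14, 118937976 to 118981697) differed by 1.56, Uggt2 (118985039 to 119099430 of that chromosome) by 2.29, Tgds (118111911 to 118132755) by 1.69 and Zic5 (122456795 to 122465677) by 1.64. These 4 genes lost their call without RING1B I53S −OHT replicate 1, with adjusted p of 0.121, 0.199, 0.295 and 0.295. Of the 12 genes lower in RING1B I53S than in Parental cells, 5 lie on distal chromosome 14, where 66 of 67 expressed genes had a negative log2 fold change. From the absence of a wider change (Figure 2A), the paper concludes that the I53S mutant has no dominant-negative effect on PRC1 activity.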

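In Parental cells, 2748 genes were higher and 333 lower with OHT than without, and 7897 had an unadjusted p under 0.05, where chance would give 908. With the same thresholds DESeq2 called 2514 higher and 289 lower. Requiring at least 10 counts in every library, which leaves out genes that are silent without OHT, gave 857 higher and 152 lower, and the FDR without a fold threshold gave 3978 higher and 2250 lower. Leaving out 1 of the 4 libraries in turn gave between 2452 and 2801 genes in all. In the authors' deposited table for this comparison 2194 genes are called higher and 217 lower, and of these 2191 and 216 were also called here. Gata3 (chromosome 2, 9857078 to 9890034) rose from 0.492 ± 0.00396 to 52.4 ± 0.836 CPM (SD, n = 2 each), a log2 fold change of 6.70 (standard error 0.361, adjusted p = 7.02e-10 from edgeR). Ccnd2 (chromosome 6, 127125162 to 127152193) rose from 3.39 ± 1.33 to 180.0 ± 20.1 CPM (SD, n = 2 each), by 5.78 (standard error 0.340, adjusted p = 1.12e-09). Esx1 (chromosome X, 137115397 to 137122083) rose by 4.75 (standard error 0.269, adjusted p = 7.02e-10). Genes the paper names elsewhere were also higher. Wnt5a (chromosome 14, 28504750 to 28527448) rose by 4.96 (standard error 0.535, adjusted p = 1.16e-06) and Cdx2 (chromosome 5, 147300805 to 147307270) by 4.46 (standard error 0.913, adjusted p = 0.000839). Zic1 (chromosome 9, 91358058 to 91365810) and Foxd4 (chromosome 19, 24899236 to 24901197) had 0 counts in both Parental libraries without OHT. Against a floor of 3 counts over that group they were at least 34.3-fold higher (adjusted p = 2.14e-05) and at least 7.42-fold higher (adjusted p = 0.00443) with OHT. For Foxd4 the adjusted p was 0.0527 without Parental −OHT replicate 1. Among all genes higher with OHT, 221 had 0 counts in one group, and the median log2 fold change was 2.80, or 2.77 with these genes at their bound. Trh (chromosome 6, 92242061 to 92244650) fell from 1880 ± 284 to 86.0 ± 2.59 CPM (SD, n = 2 each), a log2 fold change of −4.45 (standard error 0.250, adjusted p = 7.02e-10). Tdgf1 (chromosome 9, 110939603 to 110946158) and Lefty2 (chromosome 1, 180893108 to 180899103) had log2 fold changes of −3.36 (standard error 0.212, adjusted p = 2.93e-09) and −3.32 (standard error 0.221, adjusted p = 4.83e-09).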

Consistent with the repressive role of PRC1, addition of OHT to parental cells specifically induced the upregulation of a large number of repressed genes (Figure 2B; Table S3). While this effect is rescued by the ectopic expression of RING1B WT, the lack of H2AK119ub1 deposition—induced by RING1B I53S expression—perfectly phenocopied the transcriptional effects induced by global loss of PRC1 activity (Figures 2B and 2C). 

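In RING1B I53S cells, 2323 genes were higher and 188 lower with OHT than without. Of the genes higher in Parental cells, 2020 were also higher in RING1B I53S, 73.5% of the Parental list and 87.0% of the RING1B I53S list, where chance would give 352. The odds ratio was 138 (95% interval 120 to 160), over genes, which are not independent. Among the genes called in either line, 0 of 3440 were called in opposite directions. Of the 728 genes called higher in Parental cells alone, 719 had a positive log2 fold change in RING1B I53S and 233 an FDR under 0.05. The set higher in Parental cells had a median log2 fold change of 2.34 in RING1B I53S (limma's fry set test, adjusted p = 1.73e-05), and 99.7% of it was positive. No gene passed the thresholds in a test of the difference between the OHT effects of both lines by edgeR (0 genes), nor by DESeq2 (0 genes), and 488 had an unadjusted p under 0.05. The genes with the largest differences in that test, such as Cd248 (chromosome 19, 5068078 to 5070682; 6.04, standard error 1.95) and Prss43 (chromosome 9, 110826690 to 110831839; −6.40, standard error 1.99), had few counts and an adjusted p of 1. Between RING1B I53S and Parental cells with OHT, 29 genes passed, 12 higher and 17 lower in RING1B I53S. That count was 8 without Parental +OHT replicate 1 and without RING1B I53S +OHT replicate 1, and 11 without Parental +OHT replicate 2. Gata3 rose by 5.46 in RING1B I53S (standard error 0.329, adjusted p = 6.94e-09 from edgeR) and Wnt5a by 3.46 (standard error 0.447, adjusted p = 1.46e-05). Zic1 was at least 30.0-fold higher (adjusted p = 4.66e-05), with 0 counts without OHT. Trh fell by 3.66 on the log2 scale (standard error 0.241, adjusted p = 9.17e-09). Without OHT, the set higher in Parental cells with OHT had a median log2 fold change of 0.31 in RING1B I53S against Parental cells (fry adjusted p = 0.316, camera adjusted p = 3.21e-05, so a call under camera alone), and of 0.00 in RING1B WT against Parental cells (fry adjusted p = 0.9, camera adjusted p = 0.682). The Parental libraries without OHT also served to choose the set, so these medians are not independent of the choice. From this overlap the paper concludes that losing H2AK119ub1 has the transcriptional effect of losing PRC1 activity as a whole.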

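In RING1B WT cells, 244 genes were higher and 7 lower with OHT than without. The number changed rested on single libraries. It was 25 without RING1B WT −OHT replicate 2 and 30 without RING1B WT +OHT replicate 2, and 261 and 250 without the other replicate of each group. Of the 244 genes, 232 (95.1%) were also higher in Parental cells. The whole set higher in Parental cells had a median log2 fold change of 1.18 in RING1B WT (quartiles 0.60 and 1.95, limma's fry adjusted p = 0.00278), or 1.13 with genes at 0 counts at their bound, and 91.6% of it was positive. The OHT effect differed between RING1B WT and Parental cells in 279 genes by edgeR, 79 with a higher and 200 with a lower log2 fold change in RING1B WT. That number was 168 without Parental −OHT replicate 2, 137 and 112 without Parental +OHT replicates 1 and 2, 131 without RING1B WT −OHT replicate 1 and 88 without RING1B WT +OHT replicate 1. With OHT, 1384 genes were lower and 192 higher in RING1B WT than in Parental cells, 1576 in all. That total was 897 and 929 without Parental +OHT replicates 1 and 2 and 703 without RING1B WT +OHT replicate 1. Gata3 rose by 2.13 in RING1B WT (standard error 0.335, adjusted p = 0.00277 from edgeR), and its OHT effect was smaller than in Parental cells by −4.57 (standard error 0.542, adjusted p = 0.000106). Without RING1B WT −OHT replicate 2 its adjusted p in RING1B WT was 0.0696. The genes with the lowest adjusted p among those higher in RING1B WT were Cd7 (chromosome 11, 121036747 to 121039418), with 2.94 (standard error 0.377), Id2 (chromosome 12, 25093799 to 25097140), with 2.37 (standard error 0.314), and Krt7 (chromosome 15, 101411043 to 101430313), with 1.86 (standard error 0.247), each with an adjusted p of 0.00107 from edgeR. Tdgf1, with a log2 fold change of −0.17 (adjusted p = 0.731), did not fall detectably in RING1B WT, whereas Trh did, with −1.95 (standard error 0.223, adjusted p = 0.00052). Ina (chromosome 19, 47014698 to 47025327), with −1.60 (standard error 0.298, adjusted p = 0.00688), and Spry4 (chromosome 18, 38586247 to 38601415), with −2.74 (standard error 0.520, adjusted p = 0.00818), fell in RING1B WT and lost that call without RING1B WT −OHT replicate 2 (adjusted p = 0.147 and 0.232).

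**Figure D1:**
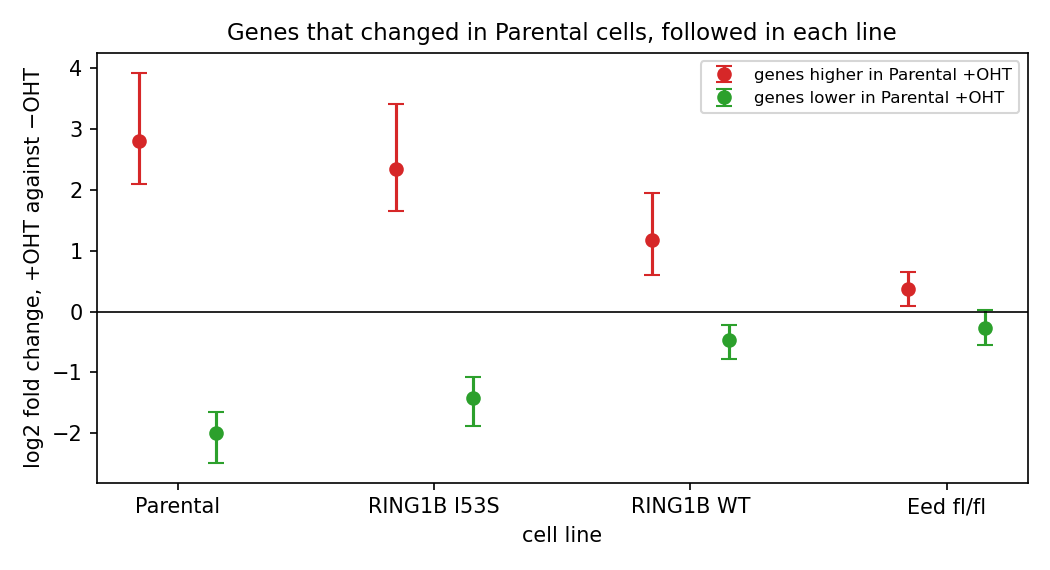
Median log2 fold change, with quartiles as bars, of the genes higher (red) and lower (green) in Parental cells with OHT, followed in Parental, RING1B I53S, RING1B WT and Eed fl/fl cells with OHT against without. The genes higher in Parental cells have a median of 2.80 there, 2.34 in RING1B I53S, 1.18 in RING1B WT and 0.37 in Eed fl/fl cells.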

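Of the genes lower with OHT, 132 were shared between Parental and RING1B I53S cells, 39.6% of the Parental list and 70.2% of the RING1B I53S list, where chance would give 3.45. The other 201 and 56 were called in 1 line alone. In RING1B I53S, 329 of the 333 genes lower in Parental cells (98.8%) had a negative log2 fold change, with a median of −1.42. In RING1B WT their median was −0.47 (limma's fry adjusted p = 0.00282). Aoah (chromosome 13, 20794113 to 21036617) had a log2 fold change of −4.41 in Parental cells (standard error 0.281, adjusted p = 2.93e-09 from edgeR) and −4.22 in RING1B I53S (standard error 0.284, adjusted p = 9.17e-09). Lefty2 fell by 3.30 on the log2 scale in RING1B I53S (standard error 0.221). With the FDR alone, without the fold threshold, 1272 genes were lower in both lines. The direct or indirect origin of these changes is not measured by the counts.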

Few genes were also downregulated in both conditions suggesting common indirect effects (Figure 2D). Correlation plots further demonstrated high transcriptional concordance between parental and I53S ESCs upon OHT treatment (Figure 2E), highlighting how genes enriched for H2AK119ub1 at their promoters are mostly upregulated (Figure 2E, red dots). Indeed, while the vast majority of upregulated genes are targets of PRC1 enzymatic activity, the few downregulated genes were mostly free of H2AK119ub1 deposition (Figure 2F). This was not the consequence of a deregulated PRC2 activity, because its acute inactivation, using *Eed*^fl/fl^ conditional KO ESCs at 72 h of OHT treatment, resulted in a complete loss of H3K27me3 deposition (Figure S1B) but failed to recapitulate the transcriptional defects observed in absence of RING1A/B or H2AK119ub1 (Figure 2G). 

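Across the 18154 genes tested, the log2 fold changes of Parental and RING1B I53S cells with OHT had an R² of 0.763, a slope of 0.769 and the same sign in 85.3% of genes. Across the 2693 genes with a RING1B peak at the promoter, R² was 0.725, the slope 0.750 and the share of the same sign 94.2%. Genes are not independent replicates, so no p-value is given. With each library left out in turn, R² over all genes lay between 0.679 and 0.735. R² over all genes depended on genes with few counts, and was 0.203 without the filter on low counts and 0.837 with at least 10 counts in every library. By DESeq2 it was 0.280, but DESeq2 was also run without that filter. Its value is therefore to be set beside 0.203, and does not show a fall due to the tool. Between Parental and RING1B WT cells R² was 0.420 over all genes. Of 5645 tested genes with an H2AK119ub1 peak at the promoter in RING1B WT cells with OHT, 32.7% were higher in Parental cells, 29.5% in RING1B I53S and 3.14% in RING1B WT. Their median log2 fold changes were 0.81 in Parental and 0.73 in RING1B I53S cells.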

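A gene was counted as a target of H2AK119ub1 when a peak of RING1B WT cells with OHT lay within 2.5 kb of any of its transcription start sites. Of the genes higher in Parental cells, 1846 of 2748 (67.2%, 95% Wilson interval 65.4% to 68.9%) were targets, against 22.9% of the 11926 genes that did not pass the FDR (odds ratio 6.87, 6.27 to 7.53). Of the genes higher in RING1B I53S, 1666 of 2323 (71.7%, 69.9% to 73.5%) were targets, against 23.2% of 13298 genes (odds ratio 8.37, 7.58 to 9.26). Among the lower genes, 61 of 333 (18.3%, 14.5% to 22.8%) were targets in Parental cells and 23 of 188 (12.2%, 8.29% to 17.7%) in RING1B I53S. Fisher's exact test, two-sided, against the unchanged genes gave p = 0.0471 for the former and p = 0.000226 for the latter. By the same exact test the former was p = 0.0651 within 1 kb of the start sites, p = 0.0608 at the 5′-most start site of each gene and p = 0.000588 with the H2AK119ub1 peaks of untreated Parental cells. Gata3 and Trh both had a peak at the promoter, and Esx1 had none.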

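The Eed fl/fl ESCs carry floxed alleles of Eed, a core subunit of PRC2 that OHT deletes, and were sequenced with OHT (72 h) and with vehicle, with 2 replicates each. The paper lists a pair of Eed fl/fl clones, and the sample descriptions do not state whether these are the replicates. A table named as normalized was deposited for these 4 libraries, and its values equal the raw counts at all 221364 positions, so it was analysed as counts. Reads on genes totalled 9443814 and 8388557 without OHT and 8377129 and 6957248 with OHT, with a median of 8382843. More gene names had at least 1 count in these libraries, 43762 to 46757, than in the Parental, RING1B WT and RING1B I53S libraries, 23578 to 28032. The biological coefficient of variation was 0.251, and the chi-square per gene between replicates was 9.09 without OHT and 8.41 with OHT. The 25170 genes with enough counts were tested by edgeR in a model of their own, since the library types differ in the number of genes detected. Eed (chromosome 7, 89954654 to 89980983) fell from 214 ± 58.3 to 55.4 ± 16.5 CPM (SD, n = 2 each), a log2 fold change of −1.95 (standard error 0.315, adjusted p = 0.0766), in a range of −2.34 to −1.64 with 1 library left out. Ring1, deleted in the Parental genotype, had 5.93 CPM without and 6.54 with OHT in Eed fl/fl cells, against 2.33 in Parental and 3.88 in RING1B I53S cells without OHT, so reads on this gene do not tell the genotypes apart by themselves.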

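In Eed fl/fl cells, 2 of the genes tested were higher with OHT by edgeR and 0 were lower, and 1372 had an unadjusted p under 0.05, where chance would give 1258. Other tools gave more, 32 genes by DESeq2 (19 higher, 13 lower), 12 by limma (7 higher, 5 lower) and 49 with all 16 libraries in one edgeR fit (42 higher, 7 lower), and of these settings DESeq2 and the joint fit were chosen after the table proved to hold counts. With the replicate number as a block edgeR called 161 and limma 131, and the replicate differences without and with OHT had a correlation of 0.56. The number was 262 without Eed fl/fl −OHT replicate 2 (241 higher, 21 lower), 23 without −OHT replicate 1, 26 without +OHT replicate 1 and 32 without +OHT replicate 2. In the authors' deposited table for this comparison 7 genes are called higher and 6 lower. Both genes called here were Perp (chromosome 10, 18845020 to 18857073), with a log2 fold change of 2.82 (standard error 0.293, adjusted p = 0.0216 from edgeR), and Ano3 (chromosome 2, 110655201 to 110950923), with 2.34 (standard error 0.282, adjusted p = 0.0482). Of the genes higher in Parental cells with OHT, 2451 were tested here and 1 passed the thresholds. Their median log2 fold change was 0.37 (quartiles 0.09 and 0.65) and 80.9% were positive. The set was not past 0.05 by limma's fry (adjusted p = 0.486) and was by camera (adjusted p = 1.34e-11), which assumes a preset correlation between genes, so the call does not hold under fry. No set test with the replicate block is given, so neither test takes the correlation of the replicate differences into account. Gata3 had a log2 fold change of 0.57 (adjusted p = 0.833) and Trh of −0.54 in these cells. Without OHT, Gata3 had 21.2 CPM in Eed fl/fl against 0.492 in Parental cells, and Trh 714 against 1880. Their fold changes thus start from unlike levels, and starting levels of the whole set are not compared here. The difference in OHT effect between Eed fl/fl and Parental cells was not tested, since the cells and the number of genes detected differ. From the small number of changed genes the paper concludes that deregulated PRC2 activity does not account for the changes in Parental and RING1B I53S cells.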

Overall, these data directly place H2AK119ub1 deposition as an essential modification to maintain transcriptional repression of CpG-rich promoters.

**Figure 2:**
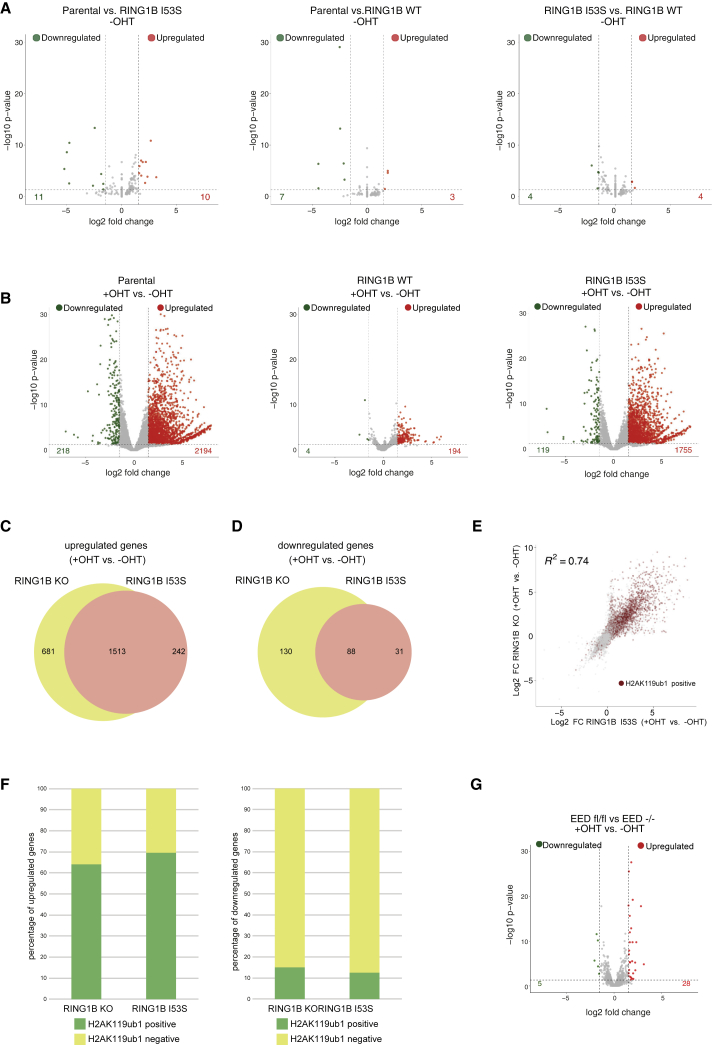
H2AK119ub1 Is Essential for PRCs-Mediated Transcriptional Repression (A) Volcano plots of –log10 (p value) against log2 fold change representing the differences in gene expression, related to RNA-seq analysis, in the indicated cell lines upon EtOH treatment (−OHT). Upregulated (red) and downregulated (green) genes are highlighted. (B) As in (A) upon OHT treatment (+OHT). (C) Venn diagrams showing the overlap of upregulated genes between the indicated cell lines. (D) As in (C) for downregulated genes. (E) Scatterplot showing the relationship between log2 fold changes (FC) between the indicated cell lines at RING1B target loci. R2 represents the coefficient of determination of linear regression. Genes with promoters (±2.5 kb around transcription start site [TSS]) containing H2AK119ub1 peaks are highlighted in red. (F) Barplots showing the percentage of upregulated (left) or downregulated (right) genes with promoters (±2.5 kb around TSS) containing H2AK119ub1 peaks in the indicated cell lines. (G) Volcano plots of –log10 (p value) against log2 fold change representing the differences in gene expression, related to RNA-seq analysis, in *EED*^fl/fl^ versus *EED*^−/−^ ESCs. Upregulated (red) and downregulated (green) genes are highlighted. See also Figure S1B.

### H2AK119ub1 Controls H3K27me3 Deposition by Regulating PRC2 Recruitment

The mechanisms by which H2AK119ub1 could control transcriptional repression are still a matter of debate. H2AK119ub1 could be the end product of a PRC2-PRC1 functional crosstalk (canonical model) or the triggering modification that determines the recruitment of PRC1-PRC2 machineries. Using our system, we demonstrated that loss of H2AK119ub1 did not alter the expression levels of core PRC2 components (EZH2, SUZ12, and EED) as well as of sub-stoichiometric subunits that define the PRC2.1 (MTF2 and EPOP) and PRC2.2 (JARID2 and AEBP2) variants (Figures 3A and S1C). Consistent with the role of PcGs in repressing *Aebp2* transcription (Healy et al., 2019), the expression of the short AEBP2 isoform (Grijzenhout et al., 2016) was increased in absence of H2AK119ub1 deposition, while the long AEBP2 isoform levels 2remained constant. We have noticed a modest reduction in H3K27me3 bulk levels in the absence of H2AK119ub1 deposition that suggest reduced PRC2 activity in agreement with previous reports (Blackledge et al., 2014, Fursova et al., 2019, Rose et al., 2016). Indeed, genome-wide mapping of H3K27me3 deposition clearly showed a specific reduction of this modification demonstrating that PRC2 activity is severely affected by loss of H2AK119ub1 deposition (Figures 3B and 3C). This is consistent with the strong displacement of PRC2 from target loci observed by SUZ12 ChIP-seq analyses upon expression of RING1B I53S (+OHT) (Figures 3D and 3E). 

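H3K27me3 peaks lay on 87.5% (95% Wilson interval 86.4% to 88.5%) of the target loci in Parental cells without OHT and on 84.2% (83.0% to 85.3%) in RING1B WT cells with OHT. With OHT the share was 67.3% (65.8% to 68.7%) in Parental cells and 43.1% (41.6% to 44.7%) in RING1B I53S cells. RING1B I53S was below RING1B WT by −41.1 percentage points (−43.0 to −39.2), and Parental cells with OHT below those without by −20.2 percentage points (−22.0 to −18.4). With a score of at least 20 these differences were −47.5 and −31.8 percentage points. The number of peaks did not follow the share of target loci. It was 18245 in Parental cells without OHT, 19761 in RING1B WT, 18909 in RING1B I53S and 14283 in Parental cells with OHT. In RING1B I53S, 37.8% of the H3K27me3 peaks overlapped a peak of untreated Parental cells and 11757 lay elsewhere, and 90.4% lay off the target loci. In RING1B WT 64.4% and in Parental cells with OHT 58.6% overlapped one. Off the target loci lay 83.9% in RING1B WT, 80.7% in Parental cells with OHT and 82.0% in untreated Parental cells.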

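SUZ12 is a core subunit of PRC2. Its peaks lay on 90.0% (95% Wilson interval 89.1% to 90.9%) of the target loci in Parental cells without OHT, 89.0% in RING1B WT, 79.1% (77.8% to 80.4%) in Parental cells with OHT and 56.3% (54.7% to 57.8%) in RING1B I53S. The differences were −32.7 percentage points (−34.6 to −30.9) between RING1B I53S and RING1B WT and −10.9 percentage points (−12.5 to −9.33) in Parental cells. Counting only peaks with a score of at least 20, they were −56.2 and −28.1 percentage points. The lists held 9321, 7156, 5811 and 3475 peaks in the same order, and the median score fell from 40.0 in untreated Parental cells to 22.1 with OHT and was 17.6 in RING1B I53S. Of the SUZ12 peaks in RING1B I53S, 94.5% overlapped a peak of untreated Parental cells. From the lower H3K27me3 and SUZ12, the paper concludes that PRC2 needs H2AK119ub1 for efficient recruitment and activity at its target sites.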

Overall, these results demonstrate that H2AK119ub1 is required to maintain efficient PRC2 recruitment and activity at its target sites.

**Figure 3:**
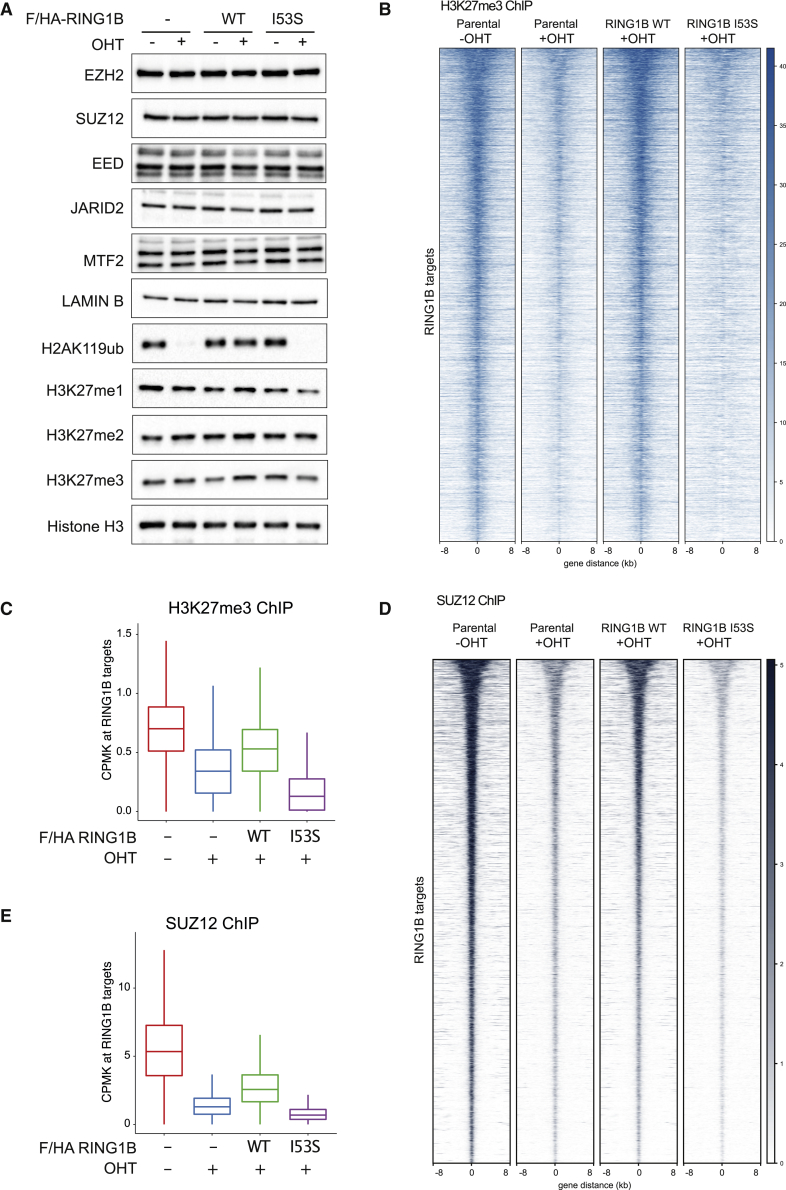
H2AK119ub1 Deposition Is Required for PRC2 Recruitment and Activity (A) Western blot analysis with the indicated antibodies of protein extracts obtained from the specified cell lines upon 72 h of treatment with OHT (+OHT) or EtOH (−OHT). LAMIN B and histone H3 were used as loading controls. (B) Heatmaps representing normalized H3K27me3 ChIP-seq intensities ±8 kb around the center of RING1B target loci in the indicated cell lines. (C) Boxplots representing H3K27me3 ChIP-seq CPMK levels in the indicated cell lines at RING1B target loci. (D) Heatmaps representing normalized SUZ12 ChIP-seq intensities ±8 kb around the center of RING1B target loci in the indicated cell lines. (E) Boxplots representing SUZ12 ChIP-seq CPMK levels in the indicated cell lines at RING1B target loci. See also Figure S1C.

### H2AK119ub1 Loss Differentially Affects PRC2.1 and PRC2.2 Chromatin Occupancy

The role that H2AK119ub1 plays in the recruitment of PRC2 also remains poorly characterized *in vivo*. Both H3K27me3 and H2AK119ub1 could serve as docking sites to stabilize PRC2 forms at target loci. Biochemical analyses has shown that JARID2 has direct affinity for H2AK119ub1 (Cooper et al., 2016) implying that PRC2.2 should be more dependent on this modification for its association at target promoters. At the same time, H3K27me3 can also serve as an affinity site for both PRC2.1 and PRC2.2 by EED recognition (Margueron et al., 2009). H3K27me3 binding by the WD40 repeats of EED stimulates PRC2 enzymatic activity allosterically inducing H3K27me3 spreading (Lee et al., 2018, Margueron et al., 2009). To shed light into this complex regulatory system, we tested whether loss of H2AK119ub1 deposition preferentially affected PRC2.1 and PRC2.2 target gene association by ChIP-seq analyses for MTF2 and JARID2, respectively. To dissect the kinetics of PRC2 eviction from chromatin, we performed a time course induction of *Ring1B* KO at 24, 48, and 72 h. While at 24 h global PRC1 activity was still not fully depleted, at 48 and 72 h, H2AK119ub1 deposition and RING1B levels were fully lost at a comparable extent (Figures S1D and S1E). 

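MTF2 is a subunit of PRC2.1 and JARID2 of PRC2.2. In Parental cells without OHT, MTF2 peaks lay on 91.7% (95% Wilson interval 90.7% to 92.5%) and JARID2 peaks on 90.4% (89.4% to 91.3%) of the target loci. At 72 h of OHT the shares in Parental cells were 80.5% (79.2% to 81.7%) for MTF2 and 30.6% (29.2% to 32.1%) for JARID2. In RING1B WT cells at 72 h, both libraries gave 88.3% and 89.4% for MTF2 and 86.6% and 87.7% for JARID2. In RING1B I53S cells at 72 h, the gap between both libraries was wider, 76.8% and 51.6% for MTF2 and 9.59% and 24.3% for JARID2. In both pairs the first value is from the library labelled with the time and the second from the library labelled with the treatment alone. The means over the libraries put RING1B I53S below RING1B WT by −24.6 percentage points for MTF2 and by −70.2 for JARID2. For MTF2 the difference was −37.2 without the RING1B I53S library labelled with the time and −12.0 without the other. For JARID2 it was −62.9 and −77.5. Without OHT the shares were 89.3% for MTF2 and 86.9% for JARID2 in RING1B I53S, and 89.9% and 88.1% in RING1B WT.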

ChIP-seq analysis at these time points revealed that both complex variants were affected by loss of H2AK119ub1 deposition (Figures 4A–4D). However, while JARID2 was already fully displaced at 48 h, MTF2 displacement showed a slower kinetic of displacement maintaining significant chromatin occupancy also at 72 h from OHT treatment (Figures 4E and 4F). These data are consistent with a direct role for JARID2 in recruiting PRC2.2 to chromatin via H2AK119ub1 recognition and with the MTF2-containing PRC2.1 form being less sensitive to H2AK119ub1 loss in agreement with recent reports using RING1A/B null ESCs (Healy et al., 2019). 

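At 48 h of OHT, JARID2 peaks lay on 25.5% (95% Wilson interval 24.2% to 26.9%) of the target loci in RING1B I53S cells, 63.2% (61.6% to 64.6%) in Parental cells and 86.5% (85.3% to 87.5%) in RING1B WT cells. MTF2 peaks lay on 83.9% (82.7% to 85.0%), 86.8% (85.7% to 87.8%) and 89.2% (88.2% to 90.1%) of them. Of the loci with a peak in untreated Parental cells, RING1B I53S kept 28.2% for JARID2 (of 3563) and 91.6% for MTF2 (of 3612) at 48 h, a ratio of 0.308. Parental cells kept 69.9% for JARID2 and 94.7% for MTF2 at 48 h, a ratio of 0.738. At 72 h Parental cells kept 33.8% for JARID2 and 87.8% for MTF2, a ratio of 0.386. With a score of at least 20 the ratio at 48 h was 0.159 in RING1B I53S and 0.523 in Parental cells. At 72 h RING1B I53S kept 10.6% and 26.8% for JARID2 and 83.8% and 56.2% for MTF2 in both libraries. The ratio of their means was 0.267, or 0.477 without the library labelled with the time and 0.127 without the other. In RING1B WT the ratio was 0.982 at 48 h and 0.994 at 72 h. The paper proposes that JARID2 recruits PRC2.2 directly through H2AK119ub1 and that PRC2.1 with MTF2 is less sensitive to its loss.

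**Figure D2:**
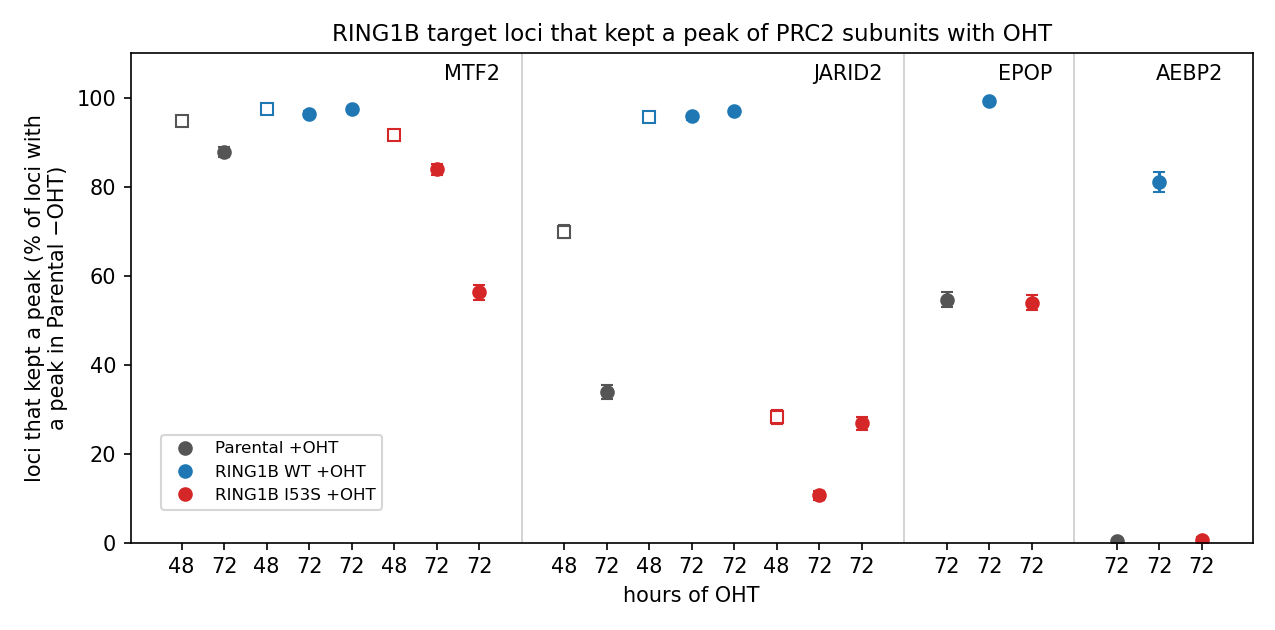
Percent of the RING1B target loci with a peak in untreated Parental cells that kept a peak with OHT, for MTF2, JARID2, EPOP and AEBP2, by cell line, with 95% Wilson intervals as bars. Open squares are 48 h and filled circles 72 h. At 48 h JARID2 stands at 28.2% in RING1B I53S and 69.9% in Parental cells, and MTF2 at 91.6% and 94.7%.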

To further investigate the differential displacement of PRC2.1 compared to PRC2.2, we performed ChIP-seq analysis for EPOP (PRC2.1) and AEBP2 (PRC2.2) at 72 h of OHT treatment. Consistent with our previous observation, AEBP2 was displaced from chromatin in the absence of H2AK119ub1, while EPOP persisted on chromatin similarly to MTF2 (Figured 4G–4J and S1E). These results demonstrate the central role of H2AK119ub1 in mounting primarily PRC2.2 at promoters while also stabilizing PRC2.1 association. 

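EPOP peaks lay on 87.5% of the target loci in untreated Parental cells and AEBP2 peaks on 29.8%. With OHT, EPOP peaks lay on 48.0% (95% Wilson interval 46.5% to 49.6%) in Parental cells, 47.3% (45.8% to 48.9%) in RING1B I53S and between 86.9% and 89.0% by the interval in RING1B WT. For AEBP2 the shares were 0.152% (0.0698% to 0.332%), 0.355% (0.212% to 0.595%) and 31.6% (30.2% to 33.1%). Of the 3450 loci with an EPOP peak in untreated Parental cells, 54.6% kept one in Parental cells with OHT, 53.9% in RING1B I53S and 99.1% in RING1B WT. Of the 1176 loci with an AEBP2 peak, 4 (0.340%), 7 (0.595%) and 81.1% did. The ratio of AEBP2 to EPOP was 0.00623 in Parental cells, 0.0110 in RING1B I53S and 0.818 in RING1B WT. AEBP2 peaks lay closer to the score of 10 at which the lists end, with a median score of 15.2 in untreated Parental cells against 23.0 for EPOP. With a score of at least 20 the ratios were 0.0244 in Parental cells and 0.0481 in RING1B I53S. The lists held 1331 AEBP2 peaks in untreated Parental cells, 1475 in RING1B WT, 50 in RING1B I53S and 14 in Parental cells with OHT. From these data the paper concludes that H2AK119ub1 mainly brings PRC2.2 to promoters and also stabilizes PRC2.1.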

Overall, H2AK119ub1 deposition sustains a positive feedback mechanism that allows the stabilization of PRC2 activities at target promoters.

**Figure 4:**
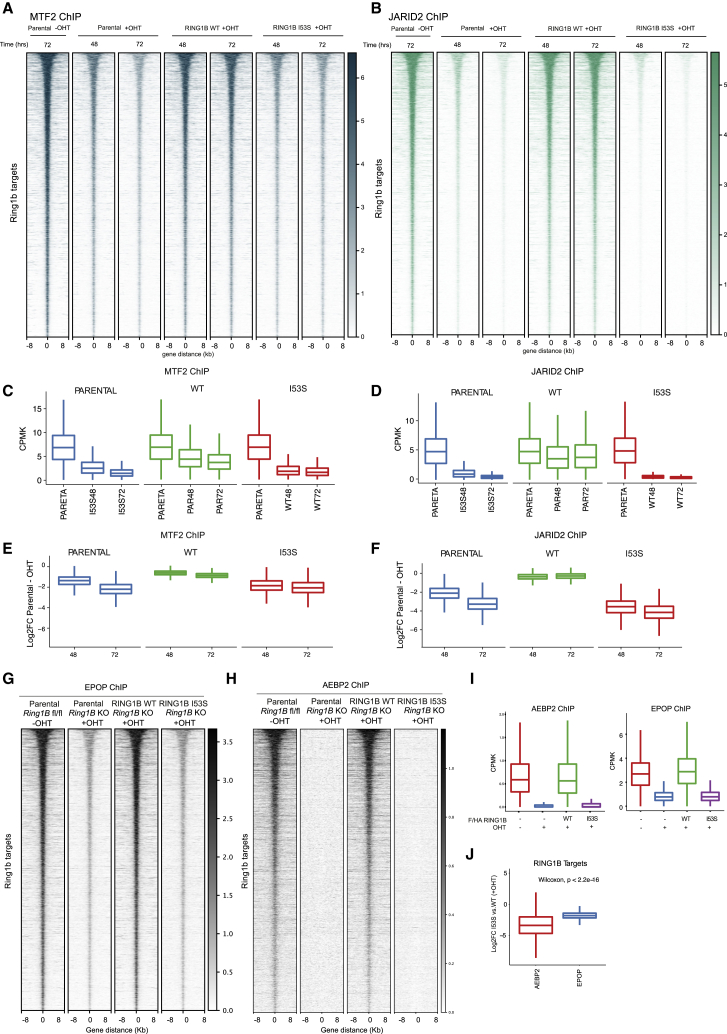
H2AK119ub1 Loss Preferentially Abolishes PRC2.2 while Reducing PRC2.1 Chromatin Occupancy (A) Heatmaps representing normalized MTF2 ChIP-seq intensities ±8 kb around the center of RING1B target loci in the indicated cell lines at the indicated time point post OHT induction. (B) Heatmaps representing normalized JARID2 ChIP-seq intensities ±8 kb around the center of RING1B target loci in the indicated cell lines at the indicated time point post OHT induction. (C) Boxplot representing MTF2 ChIP-seq CPMK levels in the indicated cell lines at RING1B target loci at the indicated time point post OHT induction. (D) Boxplot representing JARID2 ChIP-seq CPMK levels in the indicated cell lines at RING1B target loci at the indicated time point post OHT induction. (E) Boxplot representing the log2 ratio of MTF2 CPMK levels at RING1B target loci between RING1B WT- and I53S-expressing cells at the indicated time point post OHT induction. (F) Boxplot representing the log2 ratio of JARID2 CPMK levels at RING1B target loci between RING1B WT- and I53S-expressing cells at the indicated time point post OHT induction. (G) Heatmaps representing normalized EPOP ChIP-seq intensities ±8 kb around the center of RING1B target loci in the indicated cell lines. (H) Heatmaps representing normalized AEBP2 ChIP-seq intensities ±8 kb around the center of RING1B target loci in the indicated cell lines. (I) Boxplot representing AEBP2 (left) or EPOP (right) ChIP-seq CPMK levels in the indicated cell lines at RING1B target loci. (J) Boxplot representing the log2 ratio of AEBP2 or EPOP CPMK levels at RING1B target loci between RING1B WT- and I53S-expressing cells. See also Figures S1D and S1E.

### MTF2 Is Required for Residual PRC2.1 Chromatin Occupancy in the Absence of H2AK119ub1

To further probe the mechanism of PRC2 recruitment in ESCs, we knocked out *Mtf2* in our *Ring1B* conditional KO system (Figure S1F). 

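H3K27me3 and SUZ12 were mapped by ChIP-seq in derivatives of the 3 lines in which Mtf2 was knocked out, with 1 library per antibody and condition. The conditions were Parental cells without and with OHT, RING1B WT with OHT and RING1B I53S with OHT, all at 72 h. Peaks were called, scored and placed on the target loci as for the MTF2-proficient lines, and the depth of each library is unknown. Lists of 4 inputs (DNA sequenced without an antibody) of these lines hold 9 to 19 peaks and cover 0.102% to 0.203% of the target loci, which gives the background share. The median score of the H3K27me3 peaks was 12.3 in Parental MTF2 KO cells without OHT, so that many peaks lay close to the score of 10 at which the lists end, against 14.6 in the MTF2-proficient cells.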

With this tool, we performed ChIP-seq analysis for H3K27me3 and SUZ12 before and after OHT treatment. 

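Without OHT, SUZ12 peaks lay on 62.4% (95% Wilson interval 60.8% to 63.9%) of the target loci in Parental MTF2 KO cells and H3K27me3 peaks on 33.7% (32.3% to 35.2%). The lists held 4170 SUZ12 and 7852 H3K27me3 peaks, which covered 9.14 Mb and 13.1 Mb. In RING1B WT MTF2 KO cells with OHT, SUZ12 peaks lay on 65.7% (64.2% to 67.2%) and H3K27me3 peaks on 29.6% (28.2% to 31.0%) of the loci, from 4634 and 3382 peaks. The median SUZ12 score was 15.0 in Parental MTF2 KO cells.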

In agreement with recent publications (Healy et al., 2019, Hojfeldt et al., 2019), loss of MTF2 in the presence of RING1B expression led to reduced SUZ12 and H3K27me3 levels (Figures 5A–5F). The extent of this reduction is comparable with the reduction of H3K27me3 and SUZ12 observed in absence of RING1B or in absence of H2AK119ub1 deposition in MTF2-proficient ESCs. 

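The shares in MTF2 KO cells that express RING1B can be set beside those of MTF2-proficient cells without RING1B or H2AK119ub1. For SUZ12, the share of 62.4% in untreated Parental MTF2 KO cells lay between the 79.1% of Parental and the 56.3% of RING1B I53S cells with OHT. For H3K27me3, 33.7% was below both the 67.3% of Parental and the 43.1% of RING1B I53S cells with OHT. Their intervals do not overlap, and they cover counting over loci only, since each condition has 1 library of unknown depth.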

Importantly, combining MTF2 KO either with RING1B loss or in absence of H2AK119ub1, resulted in an almost complete displacement of SUZ12 from target loci and global lack of H3K27me3 deposition (Figures 5A–5F). 

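With OHT, SUZ12 peaks lay on 12.7% (95% Wilson interval 11.7% to 13.8%) of the target loci in Parental MTF2 KO cells and 2.66% (2.21% to 3.22%) in RING1B I53S MTF2 KO cells. H3K27me3 peaks lay on 1.37% (1.05% to 1.78%) and 2.08% (1.68% to 2.58%) of them. The differences for SUZ12 were −49.6 percentage points (−51.5 to −47.8) in Parental cells and −63.1 (−64.6 to −61.5) between RING1B I53S and RING1B WT. For H3K27me3 they were −32.4 (−33.9 to −30.8) and −27.5 (−29.0 to −26.0), and with a score of at least 20 they were −6.60 and −4.19, since few H3K27me3 peaks of MTF2 KO cells reach that score. The shares with OHT were above those of the inputs in each list. The SUZ12 lists held 1801 peaks in Parental and 706 in RING1B I53S MTF2 KO cells with OHT, and the H3K27me3 lists 332 and 2730. From the added effect of both losses, the paper concludes that PRC2.1 associates with target loci in a ground state that does not depend on H2AK119ub1.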

Overall, these data demonstrate that, although loss of H2AK119ub1 can destabilize PRC2.1 activity, its ground-state association with target loci remains independent of H2AK119ub1 to sustain significant H3K27me3 deposition.

**Figure 5:**
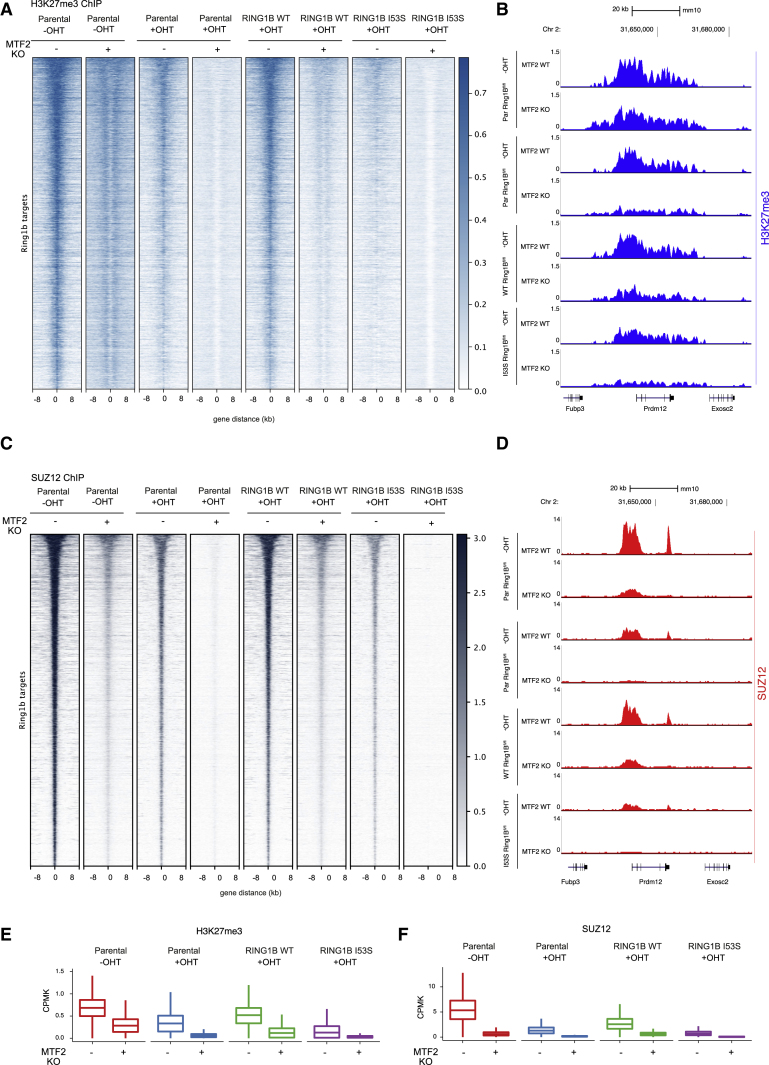
MTF2 Is Responsible for Residual PRC2 Binding upon H2AK119ub1 Loss (A) Heatmaps representing normalized H3K27me3 ChIP-seq intensities ±8 kb around the center of RING1B target loci in the indicated cell lines. (B) Representative genomic snapshots of H3K27me3 ChIP tracks at the PRDM12 gene locus. (C) Heatmaps representing normalized SUZ12 ChIP-seq intensities ±8 kb around the center of RING1B target loci in the indicated cell lines. (D) Representative genomic snapshots of SUZ12 ChIP tracks at the PRDM12 gene locus. (E) Boxplot representing H327me3 ChIP-seq CPMK levels in the indicated cell lines at RING1B target loci. (F) Boxplot representing SUZ12 ChIP-seq CPMK levels in the indicated cell lines at RING1B target loci. See also Figure S1F.

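Prdm12 lies on chromosome 2 of mm10 from 31640037 to 31655795, on the plus strand. It overlaps a RING1B peak of RING1B WT cells with OHT from 31634303 to 31642212 and another from 31653683 to 31655000. Within 2.5 kb of the gene, H3K27me3 peaks of MTF2-proficient cells covered 16646 bp in Parental cells without OHT (highest score 38.1), 17404 bp in Parental cells with OHT (46.7), 17640 bp in RING1B WT (41.9) and 16491 bp in RING1B I53S (34.6), with 6 peaks in each. In MTF2 KO cells they covered 6357 bp in Parental cells without OHT (18.3), 4247 bp in RING1B WT with OHT (20.7) and 484 bp in RING1B I53S with OHT (10.3). In Parental MTF2 KO cells with OHT the list has no peak there, which sets no level for the signal under the score of 10.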

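At the same window around Prdm12, SUZ12 peaks covered 7579 bp in Parental cells without OHT (highest score 359.6), 7144 bp in RING1B WT (328.5), 6199 bp in Parental cells with OHT (76.9) and 5884 bp in RING1B I53S (40.0). In MTF2 KO cells they covered 6236 bp in Parental cells without OHT (81.1), 6141 bp in RING1B WT with OHT (106) and 966 bp in Parental cells with OHT (12.0). The list of RING1B I53S MTF2 KO cells with OHT has no peak there. Scores also move with depth, which is unknown.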

### H2AK119ub1 Deposition Affects General RING1B Stability at Target Loci

The largest fraction of RING1B associated at target loci is dependent on H3K27me3 deposition. Only a minor residual fraction, corresponding to ∼10% of RING1B signal, does not depend on this modification. However, this residual amount is highly active and is sufficient to preserve normal H2AK119ub1 deposition (Blackledge et al., 2014, Tavares et al., 2012). We therefore tested whether H2AK119ub1-dependent loss of H3K27me3 affected RING1B chromatin association. 

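RING1B peaks numbered 5073 in Parental cells without OHT and 690 with OHT, and 3941 in RING1B WT and 1287 in RING1B I53S cells with OHT. Of the target loci, 90.2% (95% Wilson interval 89.2% to 91.0%) held a RING1B peak in Parental cells without OHT, 3.20% (2.69% to 3.79%) in Parental cells with OHT and 9.01% (8.15% to 9.94%) in RING1B I53S. RING1B WT cells have a peak at every locus by construction, since their list defines the loci. In Parental cells the difference was −87.0 percentage points (−88.0 to −85.9). With the RING1B peaks of untreated Parental cells as loci, RING1B I53S was below RING1B WT by −61.7 percentage points, against −91.0 (−91.9 to −90.1) with the target loci. The median score was 33.6 in untreated Parental cells, 25.1 in RING1B WT, 11.4 in RING1B I53S and 11.3 in Parental cells with OHT, so the peaks left lay close to the score at which the lists end. The paper reasons that the mutant itself is not at fault, because RING1B I53S assembles into PRC1 and reaches target loci where H2AK119ub1 is present.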

As expected, the vast majority of RING1B was displaced from target loci, both in parental and RING1B I53S ESCs treated with OHT (Figures 6A and 6B). This is not an intrinsic defect of the RING1B I53S mutant: RING1B I53S can assemble as a part of normal PRC1 complexes (Figures 1C and 1D) and can be efficiently recruited to target loci when H2AK119ub1 deposition is present (Figure 6C). Additionally, RING1B I53S fractionated in the nuclear insoluble fraction with the same efficiency of RING1B WT (Figure 6D). This demonstrated that neither localization nor chemical properties are altered by the mutation. This suggests that RING1B I53S displacement from target loci is a secondary effect of H2AK119ub1 and H3K27me3 loss. Indeed, RING1B was also globally displaced to a similar extent in EZH1/2 double KO ESCs (Figures 6E and 6F), which lack H3K27me3 deposition but retain normal H2AK119ub1 levels (Lavarone et al., 2019). Overall, these results suggest that lack of H2AK119ub1 triggers a secondary displacement of the PRC1 complex from target loci that could depend on impaired PRC2 localization.

**Figure 6:**
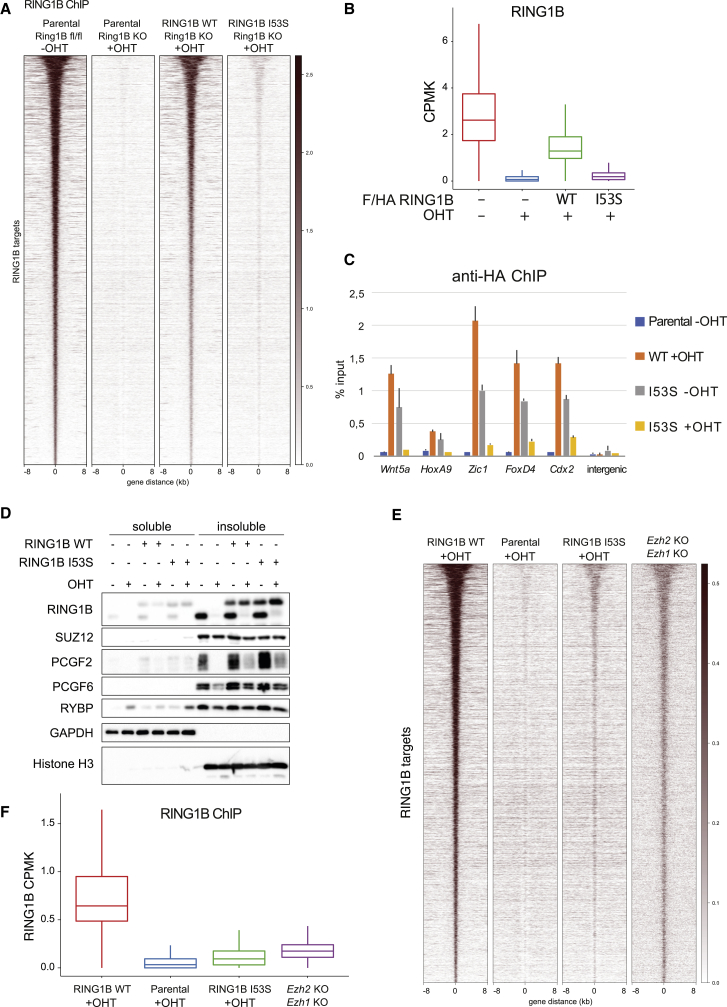
H2AK119ub1 Affects RIN1GB Chromatin Stability (A) Heatmaps representing normalized RING1B ChIP-seq intensities ±8 kb around the center of RING1B target loci in the indicated cell lines. (B) Boxplots representing RING1B ChIP-seq CPMK levels in the indicated cell lines at RING1B target loci. (C) ChIP-qPCR analysis of HA in the indicated cell lines at five specific polycomb targets and one intergenic region. Parental cells served as a negative control. (D) Western blot analysis with the indicated antibodies of soluble and insoluble protein fractions obtained from the specified cell lines upon 72 h of treatment with OHT (+OHT) or EtOH (−OHT). GAPDH and histone H3 were used as positive controls for the soluble and insoluble fractions, respectively. (E) Heatmaps representing normalized RING1B ChIP-seq intensities ±8 kb around the center of RING1B target loci in the indicated cell lines. (F) Boxplots representing RING1B ChIP-seq CPMK levels in the indicated cell lines at RING1B target loci.

### H2AK119ub1 Loss Preferentially Affects cPRC1 versus vPRC1

Chromatin association of cPRC1 has been extensively described to depend on H3K27me3 deposition (Scelfo et al., 2015). This affinity is conferred by the chromodomain of CBX proteins that are not present in vPRC1 forms (Bernstein et al., 2006, Cao et al., 2002). Indeed, RING1B residual binding in *Eed* KO ESCs was shown to depend on vPRC1 forms compared to cPRC1 (Tavares et al., 2012). We therefore tested if cPRC1 binding is specifically affected in the absence of H2AK119ub1 deposition by analyzing PCGF2 and CBX7 (cPRC1) compared to PCGF6 and RYBP (vPRC1) behavior. PCGF2 levels were destabilized in the absence of endogenous RING1B expression in agreement with previous reports (Scelfo et al., 2019) (Figure S2A). Importantly, RING1B WT and I53S rescued PCGF2 degradation to a similar extent, confirming that complex assembly—but not activity—is required for PCGF2 stability (Figure S2A). 

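PCGF2 and CBX7 are subunits of canonical PRC1. PCGF2 peaks lay on 87.2% (95% Wilson interval 86.1% to 88.2%) of the target loci in Parental cells without OHT, 81.8% (80.5% to 83.0%) in RING1B WT, 13.5% (12.5% to 14.7%) in RING1B I53S and 0.533% (0.349% to 0.813%) in Parental cells with OHT. CBX7 peaks lay on 86.0% (84.8% to 87.0%), 64.6% (63.0% to 66.0%), 0.507% (0.329% to 0.783%) and 1.09% (0.811% to 1.47%). RING1B I53S was below RING1B WT by −68.2 percentage points (−69.8 to −66.6) for PCGF2 and by −64.0 (−65.6 to −62.5) for CBX7. The PCGF2 lists held 5186, 3773, 696 and 89 peaks and the CBX7 lists 5140, 2648, 32 and 59, in the order of the shares. The share of CBX7 in RING1B WT was lower than in untreated Parental cells, with a median score of 29.8 against 56.5.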

At the genome-wide level, PCGF2 and CBX7 association at target loci was preserved by the expression of RING1B WT but was strongly compromised by the absence of H2AK119ub1 deposition (Figures 7A and 7B). This is consistent with the reduced H3K27me3 levels observed in the absence of H2AK119ub1 deposition (Figures 3B and 3C). Unexpectedly, PCGF6 and RYBP binding was also affected by the loss of H2AK119ub1, however, to a much lower extent than PCGF2 and CBX7 (Figures 7C–7E). 

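PCGF6 and RYBP are subunits of variant PRC1. PCGF6 peaks lay on 58.5% (95% Wilson interval 57.0% to 60.0%) of the target loci in Parental cells without OHT, 79.1% (77.8% to 80.4%) in RING1B WT, between 19.8% and 22.3% by the interval in RING1B I53S, and 27.4% (26.0% to 28.8%) in Parental cells with OHT. RYBP peaks lay on 36.5% (35.0% to 38.1%), 19.8% (18.6% to 21.1%), 10.1% (9.22% to 11.1%) and 0.584% (0.389% to 0.874%). Against RING1B WT, RING1B I53S was lower by −58.1 percentage points (−59.9 to −56.3) for PCGF6 and by −9.67 (−11.2 to −8.11) for RYBP. In Parental cells the differences with OHT were −31.1 (−33.2 to −29.0) and −36.0 (−37.5 to −34.4). The lists held 7882, 7357, 2377 and 4767 PCGF6 peaks and 2989, 1177, 697 and 61 RYBP peaks, in the order of the shares. The label of the RYBP library of Parental cells with OHT was assigned by elimination.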

Importantly, we have previously shown that, while PCGF6 (PRC1.6) associates to a large set of target promoters together with PRC1.2 and PRC1.1, it also shares a substantial set of unique target sites with lower levels of H2AK119ub1 (Scelfo et al., 2019). To gain further insights related to the role that H2AK119ub1 plays in stabilizing PRC1.6 binding at target loci, we stratified PCGF6 targets based on the occupancy of PCGF proteins (Scelfo et al., 2019). Such analysis highlighted that, while PCGF6 binding was affected at sites that are co-occupied with PCGF2 and presented higher levels of H2AK119ub1 and H3K27me3 deposition, its binding at unique targets was not affected by loss of H2AK119ub1 deposition (Figures 7F and S2B). 

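Of the 7882 PCGF6 peaks in untreated Parental cells, 2976 overlapped a PCGF2 peak and 4906 did not. An H2AK119ub1 peak lay on 70.5% of the former and 20.4% of the latter, and an H3K27me3 peak on 93.2% and 14.4%. In RING1B WT cells with OHT, 94.4% (95% Wilson interval 93.5% to 95.2%) of the peaks with PCGF2 and 59.6% (58.2% to 61.0%) of those without were kept, so the classes differed before any loss of H2AK119ub1. In RING1B I53S, 28.6% (27.0% to 30.2%) of the peaks with PCGF2 and 28.3% (27.0% to 29.5%) of those without were kept, a difference of −0.344 percentage points (−2.40 to 1.71). In Parental cells with OHT, 40.2% (38.5% to 42.0%) and 54.5% (53.1% to 55.9%) were kept, a difference of 14.2 percentage points (12.0 to 16.5). The difference in RING1B I53S was 0.882 with a score of at least 20 and 4.18 when at least 50% of the peak had to be covered. Among the peaks kept in RING1B WT, an alternative chosen after seeing the data, RING1B I53S kept 30.2% of those with PCGF2 and 43.9% of those without, and Parental cells 42.2% and 73.5%. With an H2AK119ub1 peak of untreated Parental cells in place of PCGF2 to set the classes, the differences were −11.3 in RING1B I53S and −2.14 in Parental cells.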

Similar to PRC2.2, vPRC1 also have an affinity for H2AK119ub1 (Kalb et al., 2014). This was further supported by CBX7 displacement at PCGF2-occupied sites and by the retention of RYPB binding at unique sites (Figures 7G and S2C). 

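Of the 4490 CBX7 peaks of untreated Parental cells that overlapped a PCGF2 peak, 52.4% were kept in RING1B WT, 0.334% in RING1B I53S and 0.846% in Parental cells with OHT. RYBP peaks split into 1738 with PCGF2 and 1251 without. In RING1B WT, 39.1% (95% Wilson interval 36.9% to 41.4%) and 21.3% (19.1% to 23.6%) of them were kept. In RING1B I53S, 18.9% (17.2% to 20.8%) and 17.2% (15.2% to 19.4%) were kept, a difference of −1.74 percentage points (−4.53 to 1.04) whose interval holds 0, and in Parental cells with OHT 20 of 1738 and 15 of 1251. Of the RYBP peaks also kept in RING1B WT, an alternative chosen after seeing the data, RING1B I53S kept 36.5% with PCGF2 (32.9% to 40.2%) and 41.7% without (36.0% to 47.7%), and Parental cells 2.79% and 3.76%. The paper's classes come from earlier PCGF occupancy data and are not the same. The paper reports PCGF6 unaffected at its unique targets and takes RYBP retained at unique sites as further support. From its results as a whole it concludes that variant PRC1 keeps an affinity for its target loci that does not depend on H2AK119ub1. It adds that H2AK119ub1 can stabilize variant PRC1 where the mark is high.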

Overall, our results demonstrate that, while cPRC1 association is highly dependent on H2AK119ub1 deposition, vPRC1 target association can be stabilized by the high H2AK119ub1 levels found at repressed sites but retain intrinsic independent affinities for its target loci.

**Figure 7:**
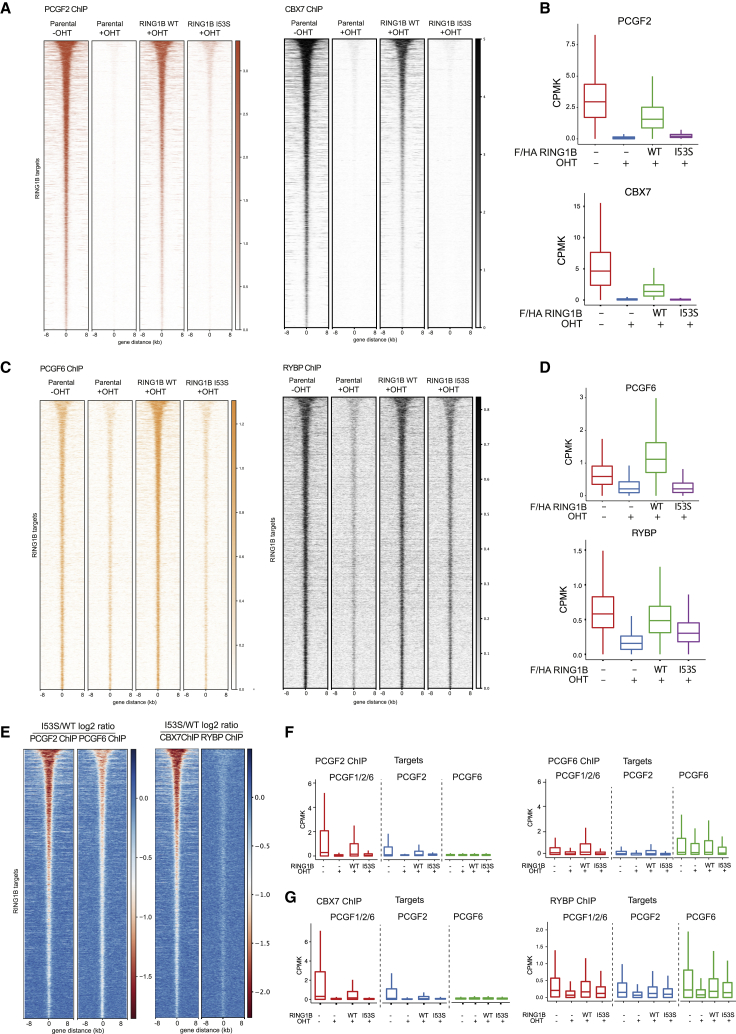
RING1B Inactivation Preferentially Affects cPRC1 (A) Heatmaps representing normalized PCGF2 and CBX7 ChIP-seq intensities ±8 kb around the center of RING1B target loci in the indicated cell lines. (B) Boxplots representing PCGF2 ChIP-seq CPMK levels (top panel) and CBX7 (bottom panel) in the indicated cell lines at RING1B target loci. (C) Heatmaps representing normalized PCGF6 and RYBP ChIP-seq intensities ±8 kb around the center of RING1B target loci in the indicated cell lines. (D) Boxplots representing PCGF6 ChIP-seq CPMK levels (top panel) and RYBP (bottom panel) in the indicated cell lines at RING1B target loci. (E) Heatmap representing the log2 ratio of PCGF2 and PCGF6 (left) and CBX7 and RYBP (right) normalized ChIP-seq intensities at RING1B target loci between RING1B WT- and I53S-expressing cells. (F) Boxplots representing PCGF2 (upper panel) and PCGF6 (bottom panel) ChIP-seq CPMK levels ±250 bp around TSS of PCGF target genes in the indicated cell lines. (G) Boxplots representing CBX7 (left panel) and RYBP (right panel) ChIP-seq CPMK levels ±250 bp around TSS of PCGF target genes in the indicated cell lines. See also Figures S2A–S2C.

## Discussion

The molecular mechanisms by which PRC1 and PRC2 activities control gene repression largely remain a matter of debate (Chan and Morey, 2019, Pasini and Di Croce, 2016). In this context, the role of cPRC1 versus vPRC1 activity in mediating gene repression, as well as the direct role that H2AK119ub1 plays in this context, is an important open issue that requires further investigation. Here, we have developed a simple model that generates inducible expression of a fully catalytically inactive form of RING1B (RING1B I53S in a RING1A null background) to dissect the contribution of H2AK119ub1 deposition to the structural properties of PRC1. This system allows monitoring of the acute effects induced by the loss of H2AK119ub1 deposition by preventing transcriptional adaptations and indirect effects that occur in constitutive PcG mutant ESCs maintained in pluripotent conditions (Fursova et al., 2019, Scelfo et al., 2019). With this system, we showed that the expression of the catalytic inactive RING1B I53S neither affected the assembly of distinct PRC1 sub-complexes (Table S1), nor its ability to associate with target promoters (Table S2), but it did fail to maintain transcriptional repression of target genes to an identical extent as global RING1A/B deletion including the Hox clusters (Table S3). 

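The annotation holds 39 Hox genes, of which 29 had enough counts to be tested in the 12 libraries. With OHT, 26 of them were higher in Parental cells, 25 in RING1B I53S and 5 in RING1B WT, and none was lower. The median log2 fold changes of the 29 genes were 4.93 in Parental cells, 4.43 in RING1B I53S and 2.90 in RING1B WT. With genes at 0 counts at their bound, the medians were 3.86, 3.72 and 1.64. Hoxa9 (chromosome 6, 52223100 to 52231089) rose by 5.46 in Parental cells (standard error 0.619, adjusted p = 2.01e-06 from edgeR), by 5.18 in RING1B I53S (standard error 0.648, adjusted p = 1.05e-05) and by 4.10 in RING1B WT (standard error 0.828, adjusted p = 0.0119), where it had 2 counts without and 36 with OHT. Its adjusted p in RING1B WT was 0.183 without RING1B WT +OHT replicate 2. Between RING1B WT and Parental cells with OHT, 18 Hox genes were lower in RING1B WT. In Eed fl/fl cells 18 Hox genes were tested and 0 passed the thresholds by edgeR, with a median log2 fold change of 0.15.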

Importantly, loss of EED at the same time point did not induce large-scale transcriptional changes in agreement with previous reports using an RNA interference approach (Riising et al., 2014). In fact, very few genes were upregulated in these conditions, demonstrating that H2AK119ub1 deposition is sufficient to maintain full transcriptional repression in the absence of global PRC2 activity. This demonstrates the essential role of H2AK119ub1 deposition in maintaining transcriptional repression at genome-wide levels in agreement with previous reports that analyzed selected target genes (Endoh et al., 2012). However, this differs from the role that was proposed for H2AK118ub1 (K119 in vertebrates) in *Drosophila melanogaster*. In this organism, H2AK118ub1 deposition was not required for correct spatiotemporal expression of homeotic genes during development (Pengelly et al., 2015) in contrast to the essential role played by H3K27me3 in the same context (Pengelly et al., 2013). Although PRC2 recognition of H2AK118ub1 is conserved in flies, these results suggest that loss of H2AK118ub1 is not sufficient to affect PRC2 activity at homeotic genes, perhaps due to the redundant functions between PRC2.2 and PRC2.1, which is less affected by H2AK119ub1 loss. This is in line with the report that constitutive RING1B I53A mutant mice showed a substantial delay in embryonic lethality in contrast to *Ring1B* KOs (from E10.5 to E15.5) (Illingworth et al., 2015). Nonetheless, it remains unclear to what extent this developmental delay is directly caused by the lack of maintenance of target gene repression. Moreover, the hypomorphic properties of the RING1B I53A mutant (Tsuboi et al., 2018) used in this study, coupled to the expression of a proficient *Ring1A* allele, did not rule out the central role of H2AK119ub1 deposition in controlling transcriptional repression and early development. Now, our data have demonstrated the essential contribution of H2AK119ub1 deposition in PcG-mediated transcriptional repression, including HOX genes clusters. The different modalities of PcG complexes recruitment, together with the increased biochemical complexity of vPRC1 activity between flies and mammals, allows us to speculate that during vertebrate evolution a central role for H2AK119ub1 deposition in PcG-mediated transcriptional repression arose. The generation of more sophisticated and precise mouse models will become essential to dissect the contribution of H2AK119ub1-mediated control of transcriptional repression with respect to the more general role of PRC1 activities in development.

The work of several laboratories including ours have also highlighted that mammalian PRC1 exist in distinct biochemical forms (Gao et al., 2012) that are not exclusively associated with transcriptional repression (Fursova et al., 2019, Scelfo et al., 2019). Actively transcribed sites are specifically associated with PRC1.1, PRC1.3, or PRC1.6 forms. However, in this context, the role of H2AK119ub1 seems to be marginal as the vPRC1 forms associated with transcribed loci displayed low-to-absent H2AK119ub1 levels (Pivetti et al., 2019, Scelfo et al., 2019). The contribution of these PRC1 forms to active transcription remains poorly understood, but is possible that these properties could have specific developmental roles that are not linked to H2AK119ub1 deposition and gene repression. Further studies in this direction are needed to dissect the repressive versus the potential activatory role of specific vPRC1 forms. Our new data make a large step in this direction demonstrating that, in the context of PcG-mediated transcriptional repression of CpGi containing promoters, H2AK119ub1 deposition serves as a central hub to maintain proper repression of target genes.

How PcGs establish and maintain transcriptional repression is also a matter of debate. Whether PRC2 controls PRC1 recruitment (canonical model) or PRC1 controls PRC2 (variant or non-canonical model) remains an open discussion (Chan and Morey, 2019, Pasini and Di Croce, 2016). Our data clearly show that H2AK119ub1 functions as a “glue” that keeps PRC1 and PRC2 machineries tethered to repressed loci at a genome-wide scale. Loss of H2AK119ub1 destabilizes PRC2 recruitment and H3K27me3 deposition, which induces displacement of cPRC1 forms, disrupting proper PcG repressive domains. The finding that this rapidly and preferentially affected PRC2.2 activity is in agreement with the specific affinity of JARID2 for H2AK119ub1 (Cooper et al., 2016, Kalb et al., 2014). Our evidence for redundant recruitment mechanisms for the distinct PRC2 sub-complexes is in line with recent reports (Healy et al., 2019, Laugesen et al., 2019). Nonetheless, PRC2.1 was also affected in the absence of H2AK119ub1, suggesting a complex interplay between PRC2 variants. This could be an indirect consequence of reduced deposition of H3K27me3 levels together with a reduced affinity of PRC2.1 for target genes that is consistent with the mild impairment of MTF2 chromatin occupancy observed in *Jarid2* KO ESCs (Healy et al., 2019). Low H3K27me3 levels could reduce EED affinity for its target sites, compromising spreading and establishment of PcG domains (Lee et al., 2018, Oksuz et al., 2018). Reduced H3K27me3 deposition further correlated with specific cPRC1 displacement from all repressed target loci (represented by PCGF2 and CBX7 ChIP-seq), in agreement with cPRC1 being dependent on the deposition of this modification through the specific activity of CBX proteins (Bernstein et al., 2006, Cao et al., 2002). CBXs are excluded from vPRC1 forms by RYBP that were indeed less affected by lack of H2AK119ub1 deposition (exemplified by PCGF6 and RYBP ChIP-seq). These results agree with the existence of distinct and specific mechanisms by which cPRC1 versus vPRC1 forms are recruited to DNA and place vPRC1 activities upstream to cPRC1.

Our data also showed that RING1B I53S becomes strongly destabilized from target genes in the absence of H2AK119ub1. This was primarily a consequence of the specific displacement of cPRC1 as a similar RING1B displacement was observed upon inactivation of PRC2 activity or upon expression of a catalytic-inactive PRC2 mutant that lack H3K27me3 deposition in the presence of normal H2AK119ub1 levels (Lavarone et al., 2019, Tavares et al., 2012). Indeed, significant binding of vPRC1 was still observed in the absence of H2AK119ub1. Importantly, in the presence of H2AK119ub1 deposition, RING1B I53S was recruited to target loci with the same efficiency as its WT counterpart, demonstrating that its displacement was not an intrinsic DNA binding defect of this mutant. vPRC1 were also shown to retain *in vitro* affinity of H2AK119ub1 in ESC extracts (Kalb et al., 2014), suggesting a direct dependency on H2AK119ub1 deposition and a positive feedback loop mechanism that can further stabilize vPRC1 activity in addition to the PRC2-cPRC1 axis. Indeed, in the absence of H2AK119ub1 deposition, we observed a partial displacement of PCGF6, specifically at highly repressed sites. This observation further places H2AK119ub1 deposition in a central position to build up PcG repressive domains. This is consistent with the lack of transcriptional de-repression reported for the acute deletion of PRC2 activity in ESCs (Riising et al., 2014) and further agrees with the lack of epistasis in early development and adult tissue homeostatic control between PRC1 and PRC2 activities (Chiacchiera et al., 2016a, Chiacchiera et al., 2016b).

Aberrant H2AK119ub1 deposition has also been linked to the development of several types of human cancers. This is specifically associated with the inactivation of the H2AK119ub1 specific de-ubiquitinase BAP1 that occurs with high frequency in uveal melanoma (∼45%) and mesothelioma (∼22%) as well as in several other tumor types with lower frequencies like atypical Spitz tumors (∼11%), clear cell renal cell carcinoma (∼18%), ovary (∼5%), and colon-rectum (∼3%) (Carbone et al., 2013). BAP1 inactivation always resulted in strong accumulation of H2AK119ub1 levels (Campagne et al., 2019) and, based on the canonical model by which PRC2 controls upstream PRC1 activity, it was proposed that BAP1-deficient tumors could benefit from PRC2 inhibition (LaFave et al., 2015). Our data argue against this possibility, placing H2AK119ub1 deposition in a central position to control PcG-mediated repression upstream to PRC2 and cPRC1 activities. This agrees with other reports that questioned the efficacy of PRC2 inhibition showing that viability of BAP1-deficient uveal melanoma cells is largely unaffected by PRC2 inhibition (Schoumacher et al., 2016). Based on our findings, we speculate that H2AK119ub1 deposition and vPRC1 activities could have a dominant role in controlling transcriptional repression also under pathological conditions with limited vulnerabilities within the PRC2-cPRC1 regulatory axis. Because we cannot exclude that BAP1 may also have additional roles that could be relevant in cancer progression (He et al., 2019), dissecting the contribution that vPRC1 forms play under pathological conditions of H2AK119ub1 deregulation will became a critical step for the future to define the tumor suppressive molecular properties of BAP1 and eventually uncover vulnerabilities for new strategies of intervention.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit polyclonal anti-Pcgf1	Scelfo et al., 2019	N/A
Rabbit polyclonal anti-Pcgf2	Scelfo et al., 2019	N/A
Rabbit polyclonal anti-Pcgf6	Scelfo et al., 2019	N/A
Rabbit polyclonal anti-Ring1b	Chiacchiera et al., 2016a	N/A
Mouse monoclonal anti-Vinculin	Merck (Sigma Aldrich)	Cat# V9131; RRID: AB_477629
Rabbit polyclonal anti-DEDAF (RYBP)	Merck (Sigma Aldrich)	Cat# AB3637; RRID: AB_2285466
Rabbit polyclonal anti-Cbx7	Abcam	Cat# ab21873; RRID: AB_726005
Rabbit monoclonal anti-Suz12 (D39F6)	Cell Signaling Technology	Cat# 3737; RRID: AB_2196850
Rabbit monoclonal anti-tri-methyl-histone H3 (Lys27) (C36B11)	Cell Signaling Technology	Cat# 9733; RRID: AB_2616029
Rabbit monoclonal anti-ubiquityl histone H2A (Lys119) (D27C4)	Cell Signaling Technology	Cat# 8240; RRID: AB_10891618
Rabbit monoclonal anti-Bap1 (D7W70)	Cell Signaling Technology	Cat# 13271; RRID: AB_2798168
Mouse monoclonal anti-H3K27me1	Active Motif	Cat# 61015; RRID: AB_2715573
Rabbit monoclonal anti-di-methyl-histone H3 (Lys27) (D18C8)	Cell Signaling Technology	Cat# 9728; RRID: AB_1281338
Mouse monoclonal anti-Eed	Bracken et al., 2003	N/A
Mouse monoclonal anti-Ezh2	Pasini et al., 2004	N/A
Rabbit monoclonal anti-histone H3	Abcam	Cat# ab1791; RRID: AB_302613
Rabbit polyclonal anti-histone H2A (acidic patch)	Merck (Sigma Aldrich)	Cat# 07-146; RRID: AB_310394
Rabbit polyclonal anti-Mtf2	Proteintech	Cat# 16208-1-AP; RRID: AB_2147370
Rabbit monoclonal anti-Jarid2 (D6M9X)	Cell Signaling Technology	Cat# 13594; RRID: AB_2798269
Goat polyclonal anti-Lamin B (M-20)	Santa Cruz Biotechnology	Cat# sc-6217; RRID: AB_648158
Rabbit polyclonal anti-C17orf96 (EPOP)	Active Motif	Cat# 61753; RRID: AB_2793758
Rabbit monoclonal anti-AEBP2 (D7C6X)	Cell Signaling Technology	Cat# 14129; RRID: AB_2798398
Rabbit monoclonal anti-HA (12CA5)	Pasini laboratory	N/A
Goat polyclonal anti-Suz12 (P-15)	Santa Cruz Biotechnology	Cat# sc-46264; RRID: AB_2196857
Mouse monoclonal anti-Actin (AC-40)	Merck (Sigma Aldrich)	Cat# A3853; RRID: AB_262137
Rabbit IgG Control Antibody	Merck (Sigma Aldrich)	Cat# I5006; RRID: AB_1163659
Anti-FLAG M2 affinity gel	Merck (Sigma Aldrich)	Cat# A2220; RRID: AB_10063035

**Bacterial and Virus Strains**		

One Shot™ TOP10 Chemically Competent *E. coli*	Thermo Fisher Scientific (Invitrogen)	Cat# C404010
One Shot™ Stbl3™ Chemically Competent *E. coli*	Thermo Fisher Scientific (Invitrogen)	Cat# C737303
One Shot™ BL21(DE3) Chemically Competent *E. coli*	Thermo Fisher Scientific (Invitrogen)	Cat# C600003

**Chemicals, Peptides, and Recombinant Proteins**		

Leukemia Inhibitory Factor	Pasini laboratory	N/A
CHIR-99021	Aurogen	Cat# S1263
PD-0325901	Aurogen	Cat# S1036
Lipofectamine 2000 Transfection Reagent	Thermo Fisher Scientific (Invitrogen)	Cat# 11668027
IGEPAL CA-630	Merck (Sigma Aldrich)	Cat# I8896
3X FLAG Peptide	Merck (Millipore)	Cat# F4799
Ethylene glycol-bis(succinic acid N-hydroxysuccinimide ester)	Merck (Sigma Aldrich)	Cat# E3257

**Critical Commercial Assays**		

Agilent High Sensitivity DNA kit	Agilent	Cat# 5067-4626
QIAquick PCR purification kit	Qiagen	Cat# 28104
Quick-RNA™ MiniPrep extraction kit	Zymo Research	Cat# R1055

**Deposited Data**		

Raw files	This paper	GEO: GSE134053
Mouse reference genome NCBI build 38, GRCm38	Genome Reference Consortium	https://www.ncbi.nlm.nih.gov/grc/mouse
*Drosophila* reference genome Release 6 plus ISO1 mitochondrial genome	The FlyBase Consortium/Berkeley *Drosophila* Genome Project/Celera Genomics	https://www.ncbi.nlm.nih.gov/assembly/GCF_000001215.4/
Western Blot	This paper	https://doi.org/10.17632/x6k27wtknb.2

**Experimental Models: Cell Lines**		

Mouse: Parental: ES cell line ROSA26:creERT2 RING1A-/-; RING1Bfl/fl	Endoh et al., 2008	N/A Strain of origin 129P2/Ola
Mouse: ES cell line E14	Pasini laboratory	N/A Strain of origin 129P2/Ola
Mouse: RING1B WT: ES cell line ROSA26:creERT2 RING1A-/-; RING1Bfl/fl; RING1B WT	This paper	N/A Strain of origin 129P2/Ola
Mouse: RING1B 153S: ES cell line ROSA26:creERT2 RING1A-/-; RING1Bfl/fl; RING1B I53S	This paper	N/A Strain of origin 129P2/Ola
Mouse: EED fl/fl clone#1: ES cell line ROSA26:creERT2 EED fl/fl	This paper	N/A Strain of origin 129P2/Ola
Mouse: EED fl/fl clone#4: ES cell line ROSA26:creERT2 EED fl/fl	This paper	N/A Strain of origin 129P2/Ola
Mouse: Parental MTF2 KO: ES cell line ROSA26:creERT2 RING1A-/-; RING1Bfl/fl; MTF2-/-	This paper	N/A Strain of origin 129P2/Ola
Mouse: RING1B WT MTF2 KO: ES cell line ROSA26:creERT2 RING1A-/-; RING1Bfl/fl; RING1B WT; MTF2-/-	This paper	N/A Strain of origin 129P2/Ola
Mouse: RING1B I53S MTF2 KO: ES cell line ROSA26:creERT2 RING1A-/-; RING1Bfl/fl; RING1B I53S; MTF2-/-	This paper	N/A Strain of origin 129P2/Ola
Mouse: Ezh2 KO Ezh1 KO: ES cell line EZH2-/-;EZH1-/-	Lavarone et al., 2019	N/A Strain of origin 129P2/Ola
Drosophila S2 cell line	ATCC	ATCC CRL- 1963

**Oligonucleotides**		

gRNA targeting Mtf2 exon 4 Forward: CACCGATGGTTATATGTGATAAGTG	This paper	N/A
gRNA targeting Mtf2 exon 4 Reverse: AAACCACTTATCACATATAACCATC	This paper	N/A
gRNA targeting Mtf2 exon 15 Forward: CACCGCCTCTTCTTCTCCGCAAATG	This paper	N/A
gRNA targeting Mtf2 exon 15 Reverse: AAACCATTTGCGGAGAAGAAGAGGC	This paper	N/A

**Recombinant DNA**		

Plasmid: pSpCas9(BB)-2A-GFP (PX458)	Zhang Laboratory	Addgene plasmid #48138
Plasmid: pCAG 2XFLAG-HA	Pasini laboratory	N/A

**Software and Algorithms**		

Bowtie v1.2.2	Langmead et al., 2009	http://bowtie-bio.sourceforge.net/index.shtml
PICARD	N/A	http://broadinstitute.github.io/picard
MACS2 v2.1.1	Zhang et al., 2008	https://github.com/taoliu/MACS
ChIPpeakAnno v3.15	Zhu et al., 2010	Zhu et al., 2010
VennDiagram v1.6.20	Chen and Boutros, 2011	https://www.rdocumentation.org/packages/VennDiagram
ClusterProfiler	Yu and Cheng, 2019	http://bioconductor.org/packages/release/bioc/html/clusterProfiler.html
HOMER	Heinz et al., 2010	http://homer.ucsd.edu/
DeepTools 2.0	Ramírez et al., 2016	https://deeptools.readthedocs.io/en/latest/
STAR v2.7	N/A	N/A
DESeq2 v1.20	Love et al., 2014	N/A
TopHat v2.1.1	Trapnell et al., 2009	https://ccb.jhu.edu/software/tophat/
HTseq-count v0.8.0	Anders et al., 2015	http://www-huber.embl.de/HTSeq
MaxQuant software (version 1.5.2.8)	Cox and Mann, 2008	https://maxquant.org

### Lead Contact and Materials Availability

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Diego Pasini ().

### Experimental Model and Subject Details

#### Cell lines and cell culture

ROSA26::creERT2 RING1A−/−; RING1Bfl/fl conditional mESC (Endoh et al., 2008) were engineered in order to stably express wild-type or I53A/S RING1B. mESCs were grown on 0.1% gelatin-coated dishes in 2i/LIF-containing GMEM medium (Euroclone) supplemented with 20% fetal calf serum (Euroclone), 2 mM glutamine (GIBCO), 100 U/ml penicillin, 0.1 mg/ml streptomycin (GIBCO), 0.1 mM non-essential amino acids (GIBCO), 1 mM sodium pyruvate (GIBCO), 50 μM β-mercaptoethanol phosphate buffered saline (PBS; GIBCO), 1000 U/ml leukemia inhibitory factor (LIF; produced in-house), and GSK3β and MEK 1/2 inhibitors (ABCR GmbH) to a final concentration of 3 μM and 1 μM, respectively. Indicated cells were treated for 48 or 72 h with 0.5 μM 4-hydroxytamoxifen (OHT; or EtOH as vehicle) in order to delete Ring1b gene. To generate stable MTF2 KO cell lines, 10 μg pX458 2.0 plasmids (Addgene) encoding Cas9 and sgRNAs were transfected using Lipofectamine 2000 (Invitrogen), according to the manufacturer’s instruction. Sorting of GFP positive cells was carried-out 30 hr after transfection and 5000 cells were seeded into a 15-cm dish, and clones were isolated 10 days later. Clones were screened by Western Blot for protein lysates. PCR from positive clones were Sanger-sequenced to confirm genome editing.

The following gRNA guides were used for targeting: *Mtf2* Exon 4 CACCGATGGTTATATGTGATAAGTG and AAACCACTTATCACATATAACCATC; *Mtf2* Exon 15 CACCGCCTCTTCTTCTCCGCAAATG and AAACCATTTGCGGAGAAGAAGAGGC.

*Eed* conditional mESC were generated from blastocysts derived from ROSA26:creERT2 *Eed*^*fl/fl*^ mice (Chiacchiera et al., 2016b) grown on 0.1% gelatin in the above described ESC medium.

For stable clones generation, ROSA26:creERT2 RING1A^−/−^; RING1B^fl/fl^ conditional mESCs were transfected with pCAG vectors encoding 2xFlag-HA-tagged mouse wild-type or RING1B I53A/S using Lipofectamine 2000 (ThermoFisher Scientific), according to manufacturer’s instructions. Transfected cells were sub-cloned under puromycin selection (2 μg/ml) until the appearance of clones at day 10-12. Clones were screened by Western Blot and then selected for further analyses.

### Method Details

#### Western Blot

For western blot analysis on total protein lysates, mESCs were lysed and sonicated in ice-cold S300 buffer (20 mM Tris-HCl pH 8.0, 300 mM NaCl, 10% glycerol, 0.2% NP40) and supplemented with protease inhibitors (Roche). Nuclear extracts were obtained as described below. Briefly, cells were resuspended in Hypotonic Buffer (10 mM TrisHCl pH 7.6, 10mM KCl, 1.5 mM MgCl2 and 0,340 M Sucrose supplemented with 2 μg/mL Aprotinin, 1 μg/mL Leupeptin,) for 15 minutes at 4° (C). Then 0.3% of 10% Triton X-100 was added to the solution and vortexed for 30 s followed by high speed centrifugation. The nuclear pellet was then washed with hypotonic buffer and solubilized in S300 buffer. Co-immunoprecipitations were performed on 2 mg nuclear extracts using M2 agarose beads (30 μL slurry for IP, A2220 Anti-FLAG M2 affinity gel) for 2 hours at 4°(C). Immunocomplexes were washed 5 × with S300 buffer and eluted by competition with 1x Flag peptide (500 ng/ul; SIGMA) 2 times for 30 min at 16°C and then resuspended in Laemmli sample buffer. Protein lysates were separated on SDS-PAGE gels and transferred to nitrocellulose membranes. After probing with the suitable primary and secondary antibodies, chemoluminescence signals were captured with the ChemiDoc Imaging System (Bio-Rad).

#### Fractionation

Cellular pellets were lysed in 300 μL pre-extraction buffer (20mM HEPES pH 7.5, 0.5% Triton X-100, 50mM NaCl, 3mM MgCl2, 300mM Sucrose, 2 μg/mL Aprotinin, 1 μg/mL Leupeptin, 1mM PMSF) and incubated at 4°C for 30 minutes. 150 μL of suspension was removed and labeled “Total extract.” The remaining lysate suspension was clarified at 13,000RPM in a 4°C centrifuge for 10 minutes. Supernatant was transferred to a new tube and labeled “Soluble fraction.” The insoluble pellet was washed once in 1mL of pre-extraction buffer before resuspension in 150 μL of pre-extraction buffer. All samples were boiled at 99°C for 5 min before sonicating 10 times (30 s on, 30 s off) at high intensity on a diagenode water bath sonicator.

#### Sample preparation and mass spectrometry analysis

Proteins from RING1B WT and RING1B I53S purifications were separated for 2 cm by SDS–PAGE, using 4%–12% NuPAGE Novex Bis–Tris gels (Invitrogen)and NuPAGE MES SDS running buffer (Invitrogen) and then stained with Coomassie Blue using InstantBlue Comassie (Expedeon). Single bands from gel were cut and digested with trypsin (Promega) and incubated overnight at 37°C for protein digestion. Then, peptide extraction was carried out and the resulting peptides mixture were combined, desalted and concentrated using StageTip (Proxeon Biosystems) columns, washed with 30mL of 0,1% Formic acid (FA) and finally eluted with 40μL of 80% MeCN in 0,1% FA. The samples were concentrated in vacuum concentrator (Eppendorf concentrator 5301) and peptides were dissolved in 7μL of 0,1% FA. Approximately 6 μL of purified peptide mixture were analyzed on a LC–ESI–MS-MS Q-Exactive HF hybrid quadrupole-Orbitrap mass spectrometer (Thermo Fisher Scientific), using a gradient of 80 minutes with a flow of 250 nL/min. Full scan MS spectra were acquired in arange of m/z 300–1650.

#### Peptides and proteins identification

Raw data files were analyzed with MaxQuant software (version 1.5.2.8) using default parameters and performing searches against the Uniprot mouse ID:UP000000589 (released in 2019) as protein database. Additional parameters were match-between-runs, label-free quantification (LFQ) and IBAQ. The intensity of each hit in ETA, I53S_OHT and WT_OHT was normalized by the total sum of the intensity of all the hits and the average was calculated across the two replicas (ETA and ETA2, I53S_OHT and I53S_OHT2, WT_OHT and WT_OHT2). The normalized average intensity of each hit of interest in I53S and WT was divided by the corresponding value in ETA and the log2 of this ratio was reported in the heatmap (Figure 1E).

#### Quantitative real-time PCR (qPCR)

Total RNA was extracted with the Quick-RNA MiniPrep extraction kit (Zymo Research) and retro-transcribed with ImProm-II Reverse Transcription System (Promega) according to the manufacturer’s instructions. Quantitative real-time PCR (qPCR) was carried out using GoTaq qPCR master mix (Promega) on CFX96 Real-Time PCR Detection System (Bio-Rad). Primer sequences are available upon request.

#### Chromatin immunoprecipitation (ChIP)

ChIP experiments were performed according to standard protocols as described previously (Ferrari et al., 2014). For SUZ12, RING1B, PCGF1, PCGF6, EPOP, JARID2, MTF2, RYBP,CBX7, AEBP2 and HA ChIPs, 1% formaldehyde cross-linked chromatin was sheared to 500–1000 bp fragments by sonication and incubated overnight in IP buffer (33 mM Tris-HCl pH 8, 100 mM NaCl, 5 mM EDTA, 0.2% NaN3, 0.33% SDS, 1.66% Triton X-100) at 4°C with the indicated antibodies (10 μg antibodies/ 500 μg chromatin). For histone modifications ChIPs, 250 μg of chromatin supplemented with 5% spike-in of S2 *Drosophila* chromatin (prepared in the same manner) and 5 μg of antibodies were used. The next day, chromatin lysates were incubated for 4 hours with protein-G Sepharose beads (GE Healthcare). Beads were washed 3 × with low-salt buffer (150 mM NaCl, 20 mM Tris-HCl pH 8, 2 mM EDTA, 0.1% SDS, 1% Triton X-100) and 1 × with high-salt buffer (500 mM NaCl, 20 mM Tris-HCl pH 8, 2 mM EDTA, 0.1% SDS, 1% Triton X-100), and then re-suspended in de-crosslinking solution (0.1 M NaHCO3, 1% SDS). DNA was purified with QIAquick PCR purification kit (QIAGEN) according to manufacturer’s instructions. DNA libraries were prepared with 2–10 ng of DNA using an in-house protocol (Blecher-Gonen et al., 2013) by the IEO genomic facility and sequenced on an Illumina HiSeq 2000.

#### RNA-seq

RNA-seq was performed following SMART-seq2 protocol (Picelli et al., 2014) with minor modifications. Briefly, poly-A containing mRNA molecules obtained from 1 μg of total RNA were copied into first-strand cDNA by reverse transcription and template-switching using oligo (dT) primers and an LNA-containing template-switching oligo (TSO). Resulting cDNA was pre-amplified with KAPA HotStart Taq enzyme (Kapa Biosystems) and then purified with Ampure beads (Agencourt AMPure XP- Beckman Coulter). Two nanograms of pre-amplified cDNA were tagmented with in-house produced Tn5 transposase and further amplified with KAPA HotStart Taq enzyme. After purification with Ampure beads, the quality of the obtained library was assessed by Bioanalyzer (High Sensitivity DNA kit, Agilent Technologies), prior to sequencing.

#### ChIP-seq Analysis

Paired-end reads were aligned to the mouse reference genome mm10, or mm10 and dm6 for histone ChIP-Rx, using Bowtie v1.2.2 (Langmead et al., 2009) without allowing for multi-mapping (–m 1) and parameters -I 10 -X 1000. PCR duplicates were removed using samblaster (Faust and Hall, 2014). Ambiguous reads mapping to both mm10 and dm6 were discarded. Peaks were called using MACS2 v2.1.1 (Zhang et al., 2008) with parameters -f BAMPE–keep-dup all -m 10 30 -p 1e-10. 

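The copy of Table S2 used here holds part of each sheet only. It gives the first 1999 of 5073 RING1B peaks and the first 1735 of 15830 H2AK119ub1 peaks. All 1735 H2AK119ub1 peaks are identical in position to peaks of RING1B WT cells with OHT. All 1999 RING1B peaks are identical to peaks of Parental cells without OHT, and 0 to peaks of RING1B WT cells with OHT, whose list has 3941. Of these 3941 peaks, 3553 overlap a RING1B peak of untreated Parental cells, and of the 5073, 3420 (67.4%) overlap one of RING1B WT cells. Each peak is a stretch of the genome where reads pile up above the input, and the deposited lists give its start, end and score.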

A list containing the final RING1B and H2AK119Ub1 peaks used in the analyses, called in the WT +OHT cell line, can be found in Table S2. Genomic peak annotation was performed with the R package ChIPpeakAnno v3.15 (Zhu et al., 2010), considering the region ± 2.5 kb around the center of the peak. PCGF target regions were obtain from Scelfo et al. (2019) and liftOver to mm10. Peak lists were then transformed to gene target lists, and overlaps were performed using the R package VennDiagram v1.6.20 (Chen and Boutros, 2011).

For heatmap and intensity plot representation of ChIP-seq signal, BigWig files with input signal subtracted were generated using the function bamCompare from deepTools 3.1 (Ramírez et al., 2016) with parameters–ratio subtract –bs 50–extendReads. To normalize for differences in sample library size, a scaling factor for each sample was calculated as (1/total mapped reads)^∗^1000000 and was applied during BigWig file generation with the parameter–scaleFactors from bamCompare. For ChIP-Rx samples the scaling factor was calculated as described in Orlando et al. (2014). For the spike-in samples, a second scaling factor was calculated based on the ratio mm10/dm6 reads of the input samples (one per cell line). The scaling factor from a particular input is applied to all its respective ChIP-Rx samples. This allows to correct any potential difference in the amount of spike-in added to the different pools of chromatin, which was one per cell line. Heatmaps were performed using the functions computeMatrix with settings reference-point–referencePoint center/TSS -b 8000 -a 8000 -bs 50, followed by plotHeatmap from deepTools excluding blacklisted regions by ENCODE Project Consortium (2012). For boxplot representation, the function multiBigwigSummary (using BED-file and–outRawCounts options) from deeptools was used to calculate the average number of reads under peaks.

#### RNA-seq Analysis

Reads were aligned to the mouse reference genome mm10 using STAR v2.7 without allowing multimapping reads (–outFilterMultimapNmax 1). PCR duplicates were removed using samblaster (Faust and Hall, 2014). Gene counts were calculated using featureCounts (Liao et al., 2014) with parameters -s 0 -t exon -g gene_name using Gencode M21 (GRCm38) annotation downloaded from (https://www.gencodegenes.org/mouse/). Differential expression analyses were performed using the R package DESeq2 v1.20 (Love et al., 2014) using default parameters. Log2FoldChanges and adjusted p values were corrected using the apeglm (Zhu et al., 2019) and IHW (Ignatiadis et al., 2016) packages, respectively. Genes with an absolute log2 fold change of 1.5 and FDR < 0.05 were considered as differentially expressed (Table S3).

### Data and Code Availability

The raw sequence data reported in this paper have been deposited in the NCBI Gene Expression Omnibus (GEO) with the accession number GEO: GSE134053.

How the deposited data were processed for this re-analysis (not part of the article)

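The data behind the conclusions are ChIP-seq peak lists and RNA-seq counts from mouse ESCs that lack RING1A and lose RING1B with OHT (Parental), from derivatives that express RING1B WT or RING1B I53S, from MTF2 KO derivatives of these lines, and from Eed fl/fl ESCs. Files of 70 ChIP-seq libraries for 12 antibodies, 4 inputs, 12 RNA-seq libraries of the Parental, RING1B WT and RING1B I53S lines and 4 of Eed fl/fl cells were read.

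The peak scores are −log10 p-values, which the authors computed with MACS2 for each library on unique, deduplicated alignments to mm10 before they deposited the lists. The RNA counts were made by the authors with STAR, samblaster and featureCounts on GENCODE M21 gene names, without strand, and deposited as raw counts. For the 12 libraries a table of normalized counts was also deposited and not used here. The Eed fl/fl table is labelled normalized and equals the raw counts at 221364 of 221364 positions, so the authors' deposited values were treated as counts. That switched its analysis from limma on log2 values, the choice written first, to edgeR on counts, as laid down for that case, and limma was kept as an alternative. The authors' deposited comparison tables give log2 fold changes, which the authors shrank with apeglm in DESeq2. The same tables give adjusted p-values, which the authors weighted with IHW. The 7 deposited comparison tables were used only to compare calls. In 4 of them, those between lines, the Parental line comes first, so their signs were turned to the order used here. In the authors' deposited tables without OHT, 16 and 9 significant genes are listed with a log2 fold change of 0.

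Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Libraries were scaled by TMM, genes were filtered with filterByExpr over 6 groups, and 18154 of 55341 gene names were tested in one quasi-likelihood fit with 10 contrasts. Of all gene names, 108 stand for more than 1 gene model, which were not separated. The Eed fl/fl libraries were fitted apart, with 25170 genes. A gene was called at an absolute log2 fold change of at least 1.5 and a Benjamini-Hochberg FDR under 0.05. Depth per library had a median of 9991785 counted reads for the 12 libraries and 8382843 for Eed fl/fl. The biological coefficients of variation were 0.181 and 0.251, which sets the precision with 2 replicates. Gene sets were followed with fry, and camera was an alternative, with p-values adjusted by Benjamini-Hochberg over the sets and comparisons of each. A fold change against a group at 0 counts is given as a lower bound, with a floor of 3 counts over the group.

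Peaks were analysed in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The target loci are the 3941 RING1B peaks of RING1B WT cells with OHT. A locus is occupied when a peak overlaps it by at least 1 bp. Intervals are 95% Wilson intervals over loci, and intervals of differences treat loci as independent, which they are only in part. The promoter of a gene reaches 2.5 kb to either side of any annotated start site. Since the lists hold no reads, the signal per locus, the spike-in scaling and the depth per library were not analysed here. PCGF6, RYBP and CBX7 peaks were split by overlap with PCGF2 peaks of untreated Parental cells.

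The genes named in the text follow a rule: the 22 genes taken from the paper (subunits with data here, deleted genes and loci it shows), the 3 with the lowest adjusted p in each direction among those called for each OHT effect, the 5 with the lowest adjusted p in each comparison without OHT, and 3 in each direction for the difference in OHT effect between RING1B I53S and Parental cells, 52 in all. For that difference the adjusted p was 1 for every gene, so the 3 with the largest difference were taken. Genes named in the closing section for their place alone (on chromosome Y, in the imprinted cluster and at the ends of the chromosome 14 segment) come on top of these. The grouping of libraries, the main settings, the rule for named genes and the alternatives to be tried were set before the deposited data were examined. Part of the paper's Table S3 and its Figure 2, which rest on the same libraries, had been seen by then. The alternatives were DESeq2, RLE normalization, other filters, a fit of each comparison alone, a block for the replicate number, other thresholds, each library left out, other definitions of promoters, loci, overlap and score, and camera. Later additions are named as such where they are used. No outlying library was removed.

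The pipelines were tested on simulated data. With 200 of 18154 genes changed, edgeR called 4%, 82%, 98% and 100% of those with a log2 fold change of 1 (under the threshold of 1.5), 2, 3 and 5, with 7 false calls, and DESeq2 2%, 82%, 92% and 94%, with 4. For the Eed fl/fl design, edgeR called 4%, 62%, 88% and 92%, with 3 false calls. In both designs the changed genes were drawn from those with at least 20 counts over the group without OHT. The shares called therefore do not cover genes silent without OHT. The fry test called a changed set of 100 genes and did not call an unchanged one. The overlap of peaks with 1000 placed loci was right at 100% under each setting. In 20 simulations in which no gene differed, the highest number of genes called for a line against the shared Parental libraries was 2.

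Data other than ChIP-seq and RNA-seq in the paper (blots, co-immunoprecipitation, mass spectrometry) were not analysed here. The copies of Tables S2 and S3 used here are partial, so no list of genes or loci was taken from them.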

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

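The predictions for the loss of a copy of chromosome 14, for Polycomb repression there and for H2AK119ub1 left behind were written first. The other tests of this section were chosen after the result was seen. The look at chromosomes itself was planned after genes such as Dnajc3 and Uggt2 were seen at the top of the paper's partial Table S3.

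The effect of OHT differed between RING1B WT and Parental cells in 279 genes, a difference between groups, and was not absent in RING1B WT cells. The 2748 genes higher in Parental cells rose by a median log2 fold change of 1.178 in RING1B WT, and the 244 genes called higher in RING1B WT were mostly (232) the same genes. An effect of OHT or of the Cre recombinase alone would show in Eed fl/fl cells too. There, the genes higher in Parental cells had a median of 0.37 (2451 tested), against 1.178 in RING1B WT, but the cells and the number of genes detected differ, so an effect shared by all lines cannot be told apart from the lines and stays open. A smaller library or wider spread in RING1B WT is excluded as the whole cause, since it would leave the median near that of RING1B I53S, the line that did not define the set either, which was 2.34. An incomplete rescue by the transgene, or a transgene level under that of endogenous RING1B, was not tested. On the level, the paper reports the exogenous forms at that of endogenous RING1B on its blot (Figure 1B), which was not analysed here. The counts of single libraries weigh on the size of the list, which was 25 and 30 genes without RING1B WT −OHT or +OHT replicate 2, against 251 in all.

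In RING1B I53S cells without OHT, 67 expressed genes (mean CPM of at least 10) on distal chromosome 14, from Fgf17 (70636203) to Tmtc4 (122984035), had a median log2 fold change of −0.966 against Parental cells (quartiles −1.14 and −0.79, 66 of 67 negative), a signal the paper did not analyse. Loss of 1 copy of the segment in the RING1B I53S line fits: with OHT, in other libraries of the same line, the median was −0.891, and 1 copy of 2 gives −1. Polycomb repression is excluded as the cause, since the 51 genes of the segment without an H2AK119ub1 peak at the promoter had −0.956. Library size or normalization is excluded, since the 261 genes of chromosome 14 before the segment had −0.022. Chance in the shared Parental libraries is excluded, since RING1B WT against the same libraries had 0.008. GC content and gene length were not tested, and reads of another organism would not be confined to a segment. The loss of a copy was not measured on DNA. Of the 12 genes called lower in RING1B I53S against Parental cells, 5 lie in the segment, as do 5 of the 6 called higher in RING1B WT than in RING1B I53S.

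Eif2s3y, on chromosome Y, was higher in RING1B I53S than in Parental cells without OHT by a log2 fold change of 4.361 (CPM 95.9 ± 2.94 against 4.56 ± 1.38, SD, n = 2 each), a signal the paper did not analyse. Loss of the Y chromosome in part of the Parental and RING1B WT cells would lower all Y-linked genes alike. It is excluded as the whole cause, since the other 6 Y-linked genes differed from one another between RING1B I53S and RING1B WT. Cochran's Q, near 4 if they moved alike, was at least 33.046 with any 1 of them left out. RING1B I53S was higher than RING1B WT by 3.68 for Eif2s3y, 3.26 for Kdm5d (at few counts), 1.69 for Zfy1 and 1.16 for Uba1y, whereas RING1B WT was higher by 1.30 for Ddx3y, 0.236 for Gm47283 and 0.009 for Uty. Gm47283 lies far from the others (90784738 to 90816464). Against Parental cells Zfy1 (2.02, adjusted p = 0.00387 from edgeR) and Uba1y (1.94, adjusted p = 0.0368) were called higher in RING1B I53S too, and Uty in both lines (2.53 and 2.54), 4 Y-linked genes among the 16 called higher in RING1B I53S. Zfy1, Uba1y, Kdm5d and Eif2s3y lie side by side (725128 to 1028847), and a loss or silencing of part of the chromosome was not tested. Clonal drift in expression between the lines was not tested either and remains open.

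Rian was higher in RING1B I53S than in Parental cells without OHT by a log2 fold change of 4.789 and in RING1B WT by 4.37, with Meg3 and Mirg of the same imprinted cluster on chromosome 12. Of the same cluster, Rtl1 was higher too (5.48 and 5.09), and Dlk1 was not called in either line (−0.09 and −0.045). This is a signal the paper did not analyse. Chance in the Parental libraries without OHT that both comparisons share is excluded, since with OHT, in other libraries, the median over Rian, Meg3 and Mirg in both lines was 4.083. In Eed fl/fl cells without OHT, Rian, Meg3 and Mirg had 70.9, 83.6 and 11.8 CPM, near RING1B WT (95.1, 108 and 7.73) and RING1B I53S (127, 126 and 11.0) and far above Parental cells (4.63, 5.28 and 0.308), so among these lines the Parental cells stand apart. A change of imprinting in any of the lines was not tested. Counting ignored strand, so reads of genes on the opposite strand cannot be told apart. No other biological explanation was tested.

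In 11 of 11 JARID2 lists the highest peak covered a ribosomal RNA gene on chromosome 17 (39843013 to 39848827), with 13.4 to 27.0 times the next score, a signal at a site the paper does not discuss. More copies of the ribosomal RNA genes in these cells than in the input the peaks were called against would show in inputs too, and 0 of 4 input lists had a peak there. These inputs come from MTF2 KO lines. Of the lists of other antibodies, 37 of 59 had a peak there, and in 7 of 59 it was the highest peak. Of the H3K27me3, CBX7 and AEBP2 lists among them, 1 of 16 had a peak there. Whether JARID2 is placed there by H2AK119ub1 cannot be told. All 5 of 5 JARID2 lists of Parental and RING1B I53S cells with OHT kept the peak as their highest. With OHT the gene also held H2AK119ub1 peaks, 2 in Parental cells (highest score 80.9) and 2 in RING1B I53S (168). Peak lists cannot tell whether these H2AK119ub1 peaks are the mark or antibody cross-reaction. In untreated Parental cells the JARID2 score was the highest of all (128163) with 0 H2AK119ub1 peaks on the gene, in a single library of each.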

How the results depend on the processing

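Of the alternatives below, the counts of the Eed fl/fl comparison by DESeq2, by RLE normalization and with all 16 libraries in one fit, and the setting with only the PCGF6 and RYBP peaks kept in RING1B WT cells, were chosen after the result was seen. Of the 25 RNA-seq results at a claim, 129 outcomes under an alternative stayed in place, that is, on the same side of a threshold and for counts within 1.5-fold, 91 moved further, 2 lost and 1 gained a call, and 1 changed direction. Of the 47 ChIP-seq results at a claim, 69 stayed within their interval, 119 moved beyond it and 10 changed direction. For single genes, 1195 outcomes kept their direction and call, 23 lost and 23 gained a call, and 20 changed direction. For the share of loci per library, 113 outcomes stayed in the interval and 183 moved. Where a library is left out, its partner is assumed to vary like the other groups. Where nothing else is said, the cause was not tested.

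Requiring at least 10 counts in every library, which tests fewer genes, gave 1009 genes for the OHT effect in Parental cells, 83 in RING1B WT and 720 in RING1B I53S. Without OHT it gave 18 for RING1B I53S against Parental cells and 7 for RING1B WT against Parental cells, with OHT 11 and 384, and 179 for the difference in OHT effect between RING1B WT and Parental cells. The genes shared by Parental and RING1B I53S cells were 543 higher and 63 lower. Without a filter on low counts there were 483 for the OHT effect in RING1B WT, 54, 28 and 27 between the lines without OHT (RING1B I53S against Parental, RING1B WT against Parental, RING1B WT against RING1B I53S), 51 for RING1B I53S against Parental cells with OHT and 496 for the difference between RING1B WT and Parental cells. The FDR alone, a looser threshold by construction, gave 6228 in Parental cells, 402 in RING1B WT and 4856 in RING1B I53S for OHT, 55 and 55 for RING1B I53S against Parental cells without and with OHT, 28 for RING1B WT against RING1B I53S, 3290 for RING1B WT against Parental cells with OHT and 1272 shared lower genes. A log2 fold change of at least 1 gave 48, 51 and 25 for the same pairs of lines and 366 shared lower genes. DESeq2 gave 15 genes for RING1B WT against RING1B I53S without OHT. With only the libraries of a comparison in the fit, the OHT effect in RING1B WT had 152 genes.

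With 1 library left out in turn, the number of genes past the thresholds ranged over 2452 to 2801 for the OHT effect in Parental cells, 25 to 261 in RING1B WT, 1697 to 2464 in RING1B I53S and 23 to 262 in Eed fl/fl cells. Without OHT it ranged over 11 to 23 for RING1B I53S against Parental, 8 to 12 for RING1B WT against Parental and 1 to 9 for RING1B WT against RING1B I53S. With OHT it ranged over 8 to 42 for RING1B I53S and 703 to 1152 for RING1B WT against Parental cells. The difference in OHT effect between RING1B WT and Parental cells had 88 to 277 genes, that between RING1B I53S and Parental cells 0 in every case. The shared genes ranged over 1445 to 1857 higher and 100 to 140 lower.

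The Eed fl/fl comparison, with 2 genes by edgeR, depended on the tool. It had 12 genes by limma with an offset of 1 and 12 with 0.1, 21 with 5 and 38 with a mean of at least 50. It had 32 by DESeq2, 6 with RLE normalization, 1 without a filter and 49 with all 16 libraries in one fit. The genes higher in Parental cells with OHT, of which 2451 were tested in Eed fl/fl cells, were also followed as a set. Their median log2 fold change in Eed fl/fl cells was 0.37, with an adjusted p = 1.34e-11 by camera and no call by fry (adjusted p = 0.486). The calls of this set in RING1B WT and RING1B I53S cells held under both tests.

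What same-numbered libraries share beyond the number is not stated in their labels. Their deviations from the group means had correlations from −0.05 to 0.61 between the 6 groups and 0.56 between the Eed fl/fl groups. With the replicate number as a replicate block, RING1B WT against RING1B I53S without OHT had 13 genes, and the Eed fl/fl comparison had 161 by edgeR and 131 by limma. The block changed no other count by more than 1.5-fold, with 3176 genes in Parental cells.

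The R² between Parental and RING1B I53S cells moved with the filter on low counts, the libraries in the fit and the library left out. It also moved with DESeq2, which was run without that filter, so the tool and the filter are not separated there. Over all genes it was 0.280 by DESeq2, 0.203 without a filter, 0.837 with at least 10 counts in every library and 0.816 with each comparison fitted alone, and 0.679 to 0.735 with 1 library left out. Over RING1B target genes it was 0.572, 0.505, 0.846 and 0.747, and 0.617 to 0.718.

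The share of genes with an H2AK119ub1 peak at the promoter stayed above that of unchanged genes for the higher genes in every setting. Within 1 kb of a start site, with the peaks of untreated Parental cells, and at the 5′-most start site, it was 64.9%, 62.8% and 62.2% for genes higher in Parental cells and 69.7%, 66.7% and 66.3% for RING1B I53S. For genes lower in Parental cells it was 16.8%, 10.8% and 15.9%, and Fisher's exact test lost its call in the first and the third of these (p = 0.0651 and p = 0.0608).

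The median over chromosome 14 in RING1B WT against Parental cells without OHT, −0.01, was 0.00 with a mean CPM of at least 10.

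Of the genes the paper names, some with small changes had a log2 fold change of either sign for the OHT effect with 1 library left out. Their ranges were, in Parental cells −0.33 to 0.11 for Pcgf1 and −0.25 to 0.044 for Bap1. They were, in RING1B WT cells −0.18 to 0.78 for Ring1, −0.18 to 0.091 for Mtf2, −0.17 to 0.25 for Ezh1, −0.29 to 0.065 for Pcgf2, −0.16 to 0.013 for Pcgf6, −0.025 to 0.12 for Bap1 and −0.64 to 2.34 for Cdx2. They were, in RING1B I53S cells −0.26 to 0.53 for Aebp2, −0.54 to 0.49 for Suz12, −0.39 to 0.014 for Ezh2, −0.36 to 0.089 for Ezh1, −0.42 to 0.005 for Rybp, −0.54 to 0.008 for Pcgf1, −0.27 to 0.51 for Pcgf6 and −0.49 to 0.20 for Bap1. With at least 10 counts in every library, Pcgf1 had 0.014 and Bap1 had 0.032 in Parental cells, opposite to all genes tested. Only for Suz12 without RING1B I53S +OHT replicate 1 was the adjusted p by edgeR under 0.05 on the other side, at 0.0434.

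The differences in the share of target loci kept their sign under all 4 alternatives, and those that left their interval are given here in percentage points. With at least 50% of a locus covered, RING1B I53S minus RING1B WT (both with OHT) came to −36.4 for H2AK119ub1, −95.2 for RING1B, −73.9 for PCGF2, −61.5 for CBX7, −63.5 for PCGF6, −6.70 for RYBP, −49.4 for H3K27me3, −42.8 for SUZ12, −31.8 for MTF2, −78.4 for JARID2, −48.6 for EPOP, −26.0 for AEBP2, −14.5 for H3K27me3 in MTF2 KO and −59.3 for SUZ12 in MTF2 KO, and Parental cells with OHT minus without to −1.14 for H2AK119ub1, −28.3 for PCGF6, −25.0 for RYBP, −27.2 for H3K27me3, −14.7 for SUZ12, −14.2 for MTF2, −68.9 for JARID2, −46.7 for EPOP, −24.8 for AEBP2 and −14.6 for H3K27me3 in MTF2 KO.

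With a score of at least 20, RING1B I53S minus RING1B WT (both with OHT) came to −43.0 for H2AK119ub1, −57.5 for RING1B, −63.5 for PCGF2, −47.5 for CBX7, −49.6 for PCGF6, −1.85 for RYBP, −47.5 for H3K27me3, −56.2 for SUZ12, −46.0 for MTF2, −78.2 for JARID2, −64.9 for EPOP, −12.0 for AEBP2, −4.19 for H3K27me3 in MTF2 KO and −35.4 for SUZ12 in MTF2 KO, and Parental cells with OHT minus without to −80.9 for RING1B, −83.3 for PCGF2, −83.1 for CBX7, −14.8 for PCGF6, −8.88 for RYBP, −31.8 for H3K27me3, −28.1 for SUZ12, −27.3 for MTF2, −78.0 for JARID2, −64.2 for EPOP, −9.67 for AEBP2, −6.60 for H3K27me3 in MTF2 KO and −34.7 for SUZ12 in MTF2 KO.

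With the RING1B peaks of untreated Parental cells as loci, RING1B I53S minus RING1B WT (both with OHT) came to −41.8 for H2AK119ub1, −61.7 for RING1B, −59.2 for PCGF2, −49.7 for CBX7, −54.0 for PCGF6, −42.8 for SUZ12, −33.0 for MTF2, −73.0 for JARID2, −47.9 for EPOP, −23.8 for AEBP2, −24.4 for H3K27me3 in MTF2 KO and −53.3 for SUZ12 in MTF2 KO, and Parental cells with OHT minus without to −15.0 for H2AK119ub1, −98.5 for RING1B, −26.3 for H3K27me3, −20.7 for SUZ12, −19.4 for MTF2, −70.9 for JARID2, −47.9 for EPOP, −22.5 for AEBP2 and −43.4 for SUZ12 in MTF2 KO.

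With the central 1 kb of each locus, RING1B I53S minus RING1B WT (both with OHT) came to −44.2 for H3K27me3, −71.4 for JARID2 and −23.3 for H3K27me3 in MTF2 KO, and Parental cells with OHT minus without to −34.4 for RYBP and −26.4 for H3K27me3 in MTF2 KO.

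With 1 of the 4 libraries at 72 h left out, the difference between RING1B I53S and RING1B WT ranged from −37.2 to −12.0 for MTF2 and from −77.5 to −62.9 for JARID2, and the ratio of JARID2 to MTF2 retained in RING1B I53S from 0.127 to 0.477. With 50% coverage, a score of at least 20 and the loci of untreated Parental cells, that ratio at 48 h was 0.215, 0.159 and 0.238 in RING1B I53S, 0.682, 0.523 and 0.617 in Parental cells, and 0.974, 0.952 and 0.929 in RING1B WT. At 72 h it was 0.278, 0.178 and 0.316 in Parental cells, and 0.980 and 0.959 in RING1B WT under the latter pair. The ratio of AEBP2 to EPOP at a score of at least 20 was 0.0481 in RING1B I53S and 0.0244 in Parental cells.

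The difference in kept PCGF6 peaks between those without and with PCGF2 changed direction with the setting. In RING1B I53S it was 4.18 with 50% of the peak covered, 0.882 with a score of at least 20, 13.7 with only peaks kept in RING1B WT and −11.3 with H2AK119ub1 peaks in place of PCGF2. In Parental cells it was 19.9, 10.7, 31.4 and −2.14. For RYBP in RING1B I53S it was 2.23, 1.23, 5.26 and −9.13, and −5.12 with the PCGF2 peaks of RING1B WT cells. For RYBP in Parental cells it was −0.00616 with 50% of the peak covered, −0.0382 with a score of at least 20, 0.965 with only peaks kept in RING1B WT and −0.493 with the PCGF2 peaks of RING1B WT cells.

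CBX7 peaks with PCGF2 kept in RING1B WT came to 68.8% with the PCGF2 peaks of RING1B WT cells, 55.8% with H2AK119ub1 peaks in place of PCGF2, 35.0% with 50% of the peak covered and 36.1% with a score of at least 20. Under the last pair they came to 0.0445% and 0.0223% in RING1B I53S and 0.0445% and 0.0445% in Parental cells. PCGF2 peaks kept came to 62.4% and 49.9% in RING1B WT and 2.39% and 4.01% in RING1B I53S, and to 0.444% in Parental cells with a score of at least 20. The shares rest on single libraries of unknown depth, which limits every comparison between them. For RNA, with 2 replicates per group, edgeR called 82% of the genes with a simulated log2 fold change of 2 in the 12 libraries and 62% in the Eed fl/fl design. These simulated genes had at least 20 counts over the group without OHT, so the shares do not cover genes silent there.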

Differences from the paper's values

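No test in this part was planned as a test of the paper's numbers, and settings named as added were chosen after the result was seen. The paper's statements on ChIP-seq rest on signal at loci, whereas the values below are shares of loci or peaks with a called peak. Of a pair of counts, one is said to differ from the other where the larger is more than 1.5 times the smaller.

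In Parental cells 333 genes were lower with OHT, against the paper's about 220 in Fig. 2B, read by eye. Of the alternatives set before the data were examined, DESeq2 (289), RLE normalization (329), at least 10 counts in every library (152), a fit of the comparison alone, and leaving out Parental −OHT replicate 2 or either Parental +OHT replicate do not differ. Leaving out the filter (371), the replicate block (341), the FDR alone (2250), a log2 fold change of at least 1 (844) and leaving out Parental −OHT replicate 1 do. The authors' deposited table calls 217 lower.

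In RING1B WT cells 7 genes were lower with OHT, against the paper's about 4 in Fig. 2B, read by eye. At least 10 counts in every library (6), a fit of the comparison alone (6) and leaving out RING1B WT −OHT replicate 2 (4) do not differ. DESeq2 (7), RLE normalization (8), no filter (17), the replicate block (7), the FDR alone (56), a log2 fold change of at least 1 (29), and leaving out −OHT replicate 1 (10), +OHT replicate 1 (18) or +OHT replicate 2 (2) do. The authors' deposited table calls 4 lower.

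In RING1B I53S cells 188 genes were lower with OHT, against the paper's about 120 in Fig. 2B, read by eye. DESeq2 (156), a fit of the comparison alone (157) and leaving out RING1B I53S −OHT replicate 2 (133) do not differ. RLE normalization, no filter (223), at least 10 counts in every library (75), the replicate block (213), the FDR alone (1519), a log2 fold change of at least 1 (461), and leaving out −OHT replicate 1 (186), +OHT replicate 1 (333) or +OHT replicate 2 (186) do.

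Without OHT, 2 genes were lower in RING1B WT than in RING1B I53S, against the paper's about 4 in Fig. 2A, read by eye. DESeq2 (6), the replicate block (3), the FDR alone (3), a log2 fold change of at least 1 (3) and leaving out RING1B WT −OHT replicate 1 (5) do not differ. RLE normalization (2), no filter (14), at least 10 counts in every library (2), a fit of the comparison alone (1), and leaving out RING1B WT −OHT replicate 2 or either RING1B I53S −OHT replicate (1 each) do.

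In Eed fl/fl cells 2 genes were higher and 0 lower with OHT by edgeR (1372 at an unadjusted p under 0.05), against the paper's about 28 and about 5 in Fig. 2G, read by eye. For the higher genes, limma with a mean of at least 50 (23) and leaving out −OHT replicate 1 (19) or +OHT replicate 2 (27) do not differ, and limma with an offset of 1 (7), 0.1 (7) or 5 (12), no filter (1), the replicate block by edgeR (140.0) and by limma (96), the FDR alone (2) and leaving out −OHT replicate 2 (241) or +OHT replicate 1 (9) do. For the lower genes, limma with an offset of 1 (5) or 0.1 (5) and leaving out −OHT replicate 1 (4) or +OHT replicate 2 (5) do not differ, and limma with an offset of 5 (9), no filter (0), a mean of at least 50 (15), the replicate block by edgeR (21) and by limma (35), the FDR alone (0) and leaving out −OHT replicate 2 (21) or +OHT replicate 1 (17) do. Chosen after seeing the values, DESeq2 gave 19 higher and 13 lower, the fit of all 16 libraries 42 and 7, and RLE normalization 4 and 2. The authors' deposited table calls 7 higher and 6 lower, and 2 of these higher genes and 0 of the lower are called here.

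The paper's text states that H2AK119ub1 is completely lost in RING1B I53S cells with OHT at target loci. Peaks were left on 41.3% of them, and on 60.8% in Parental cells with OHT. H2AK119ub1 was lower than in the comparison cells in both lines, by −38.8 and −12.8 percentage points. The paper's statement rests on signal scaled to the spike-in, with a blot and ChIP-qPCR beside it. A called peak does not measure that signal, so the peaks left do not show how much of the mark remained.

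The paper states that JARID2 is fully displaced at 48 h. At that time JARID2 peaks lay on 25.5% of target loci in RING1B I53S and 63.2% in Parental cells, against 86.5% in RING1B WT, while MTF2 stood at 83.9% and 86.8%.

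The paper states that PCGF6 and RYBP are affected to a much lower extent than PCGF2 and CBX7. Between RING1B I53S and RING1B WT, PCGF6 differed by −58.1 percentage points, PCGF2 by −68.2 and CBX7 by −64.0. RYBP differed by −9.67, from 19.8% of loci in RING1B WT to 10.1% in RING1B I53S. In Parental cells PCGF6 differed by −31.1 and PCGF2 by −86.7, in the order the paper gives. The paper also reports PCGF2 protein destabilized without RING1B (Figure S2A), so in Parental cells loss of protein and of binding cannot be told apart. RYBP fell there from 36.5% to 0.584% of loci, as CBX7 did from 86.0% to 1.09%. The label of that RYBP library with OHT was assigned by elimination.

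The paper states that PCGF6 is affected at sites with PCGF2 and not at its unique sites. The paper took its classes from earlier PCGF occupancy data, and here they are peaks with and without a PCGF2 peak. In RING1B I53S, 28.6% of PCGF6 peaks with PCGF2 and 28.3% of those without were kept, against 94.4% and 59.6% in RING1B WT, so both classes fell, and the class with PCGF2 by more, in the paper's order. In Parental cells 40.2% and 54.5% were kept, in the paper's order, and so were 30.2% and 43.9% in RING1B I53S among peaks kept in RING1B WT, a setting chosen after seeing the values.

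The paper's Methods name RING1B WT cells with OHT as the source of the final RING1B peaks. All 1999 RING1B peaks in the part of Table S2 used here match the list of Parental cells without OHT, and 0 match that of RING1B WT cells with OHT.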

Other observations

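The test of H2AK119ub1 left behind was written down first, and no test in this part was chosen after the result was seen.

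H2AK119ub1 peaks were left at 2396 of the 3941 target loci in Parental cells with OHT. Peaks called on background unrelated to the mark would fall on loci regardless of how strong the mark was before OHT. Of the 2902 loci with a peak in Parental cells without OHT, 2154 kept one (74.2%), and the median score before OHT was 26.308 at loci that kept a peak and 17.4 at loci that lost it. None of 10000 random draws of as many loci put the medians as far apart (0 draws). So unrelated background is excluded as the whole cause. Mark left on chromatin that had not yet turned over, residual RING1B and antibody cross-reaction remain open, and peak lists cannot tell them apart. In RING1B I53S against RING1B WT cells, 1584 of 3158 loci kept a peak (50.2%), with median scores of 42.5 and 22.9.

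H3K27me3 peaks of RING1B I53S cells with OHT lay elsewhere than those of untreated Parental cells more often than in the other lines. Of 18909 peaks, 37.8% overlapped one, against 64.4% in RING1B WT. For SUZ12, the corresponding shares were 94.5% and 95.6%.

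Among genes of PRC2, Eed fell with OHT in Parental cells (log2 fold change −0.95, adjusted p = 0.00128 from edgeR), as did Epop (−0.91, adjusted p = 0.0214), Jarid2 (−0.58, adjusted p = 0.014) and Mtf2 (−0.48, adjusted p = 0.0353). With 1 library left out the adjusted p reached 0.0291 for Eed, 0.135 for Jarid2 and 0.266 for Mtf2, all without Parental +OHT replicate 2, and 0.24 for Epop without Parental −OHT replicate 2. In RING1B I53S the log2 fold changes were −0.80, −0.46, −0.52 and −0.51 in the same order, and in RING1B WT −0.33, −0.86, −0.17 and −0.047, so Epop fell by a similar amount there (adjusted p = 0.135). In Parental cells Suz12 (−0.38), Ezh2 (−0.43), Ezh1 (−0.33) and Aebp2 (0.35) were not past an adjusted p of 0.05. These are RNA values. For protein, the paper reports EED, EPOP, JARID2 and MTF2 unaltered on its blots (Figures 3A and S1C), which were not analysed here.

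Of the genes tested between lines without OHT, 6 were higher and 1 lower in both RING1B I53S and RING1B WT against Parental cells, and in 20 simulations with shared Parental libraries 0 genes were called in both.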
